# Genome-wide profiling of soybean WRINKLED1 transcription factor binding sites provides insight into seed storage lipid biosynthesis

**DOI:** 10.1073/pnas.2415224121

**Published:** 2024-10-30

**Authors:** Leonardo Jo, Julie M. Pelletier, Robert B. Goldberg, John J. Harada

**Keywords:** fatty acids, triacylglycerol, embryo

## Abstract

Understanding the regulatory mechanisms controlling storage lipid accumulation will inform strategies to enhance seed oil quality and quantity in crop plants. The WRINKLED1 transcription factor (WRI1 TF) is a central regulator of lipid biosynthesis. We characterized the genome-wide binding profile of soybean (Gm)WRI1 and show that the TF directly regulates genes encoding numerous enzymes and proteins in the fatty acid and triacylglycerol biosynthetic pathways. GmWRI1 binds primarily to regions downstream of target gene transcription start sites. We showed that GmWRI1-bound regions are enriched for the canonical WRI1 DNA binding element, the ACTIVATOR of Spomin::LUC1/WRI1 (AW) Box (CNTNGNNNNNNNCG), and another DNA motif, the CNC Box (CNCCNCC). Functional assays showed that both DNA elements mediate transcriptional activation by GmWRI1. We also show that GmWRI1 works in concert with other TFs to establish a regulatory state that promotes fatty acid and triacylglycerol biosynthesis. In particular, comparison of genes targeted directly by GmWRI1 and by GmLEC1, a central regulator of the maturation phase of seed development, reveals that the two TFs act in a positive feedback subcircuit to control fatty acid and triacylglycerol biosynthesis. Together, our results provide unique insights into the genetic circuitry in which GmWRI1 participates to regulate storage lipid accumulation during seed development.

## Significance

We report the genome-wide profiling of DNA sequences bound by and the genes directly regulated by soybean WRINKLED1, a central regulator of storage lipid accumulation in oilseed plants. Our findings indicate that the WRINKLED1 promotes oil accumulation by directly regulating genes involved with lipid biosynthesis and by forming a positive regulatory circuit with the seed maturation transcription factor LEC1. The information offers unique insights into the mechanisms by which WRINKLED1 regulates genes encoding lipid biosynthetic enzymes and establishes a regulatory environment that promotes oil accumulation, and it may aid in the design of strategy to alter storage lipid accumulation in oilseeds.

Oils derived from plants are used primarily for food-based applications, although they also have broad utility in industrial applications (1). Given that lipids are essential for human nutrition and that biofuels are of increasing importance as a sustainable energy source, the demand for plant oils is anticipated to increase. Because oilseeds account for approximately 55% of world vegetable oil production (2), developing crops with increased and/or modified seed oil content may be instrumental in meeting these demands. To achieve this goal, it is crucial that we understand the regulatory mechanisms that underlie seed storage lipid accumulation to inform the development of biotechnological tools that will improve the quality and quantity of seed oils.

Fatty acids (FAs) are stored primarily in the form of triacylglycerol (TAG) in seeds. As summarized in Fig. 1*A*, the FA biosynthetic pathway in seeds occurs in plastids (3, 4). The first committed and rate-limiting step in FA biosynthesis is catalyzed by the heterotetrameric acetyl-CoA carboxylase (ACCase) enzyme that produces malonyl-CoA. Subsequent steps are catalyzed by fatty acid synthase, a multisubunit complex consisting of 10 distinct enzyme activities, that catalyzes the transfer of malonyl-CoA to acyl carrier protein (ACP), the sequential elongation of the acyl-ACP chain, and the release of nonesterified C_16_ or C_18_ fatty acids. In addition to the FA biosynthetic enzymes, several other enzymes responsible for the elongation and desaturation of FAs account for the diversity of FAs found in the seeds (5).

**Fig. 1.**
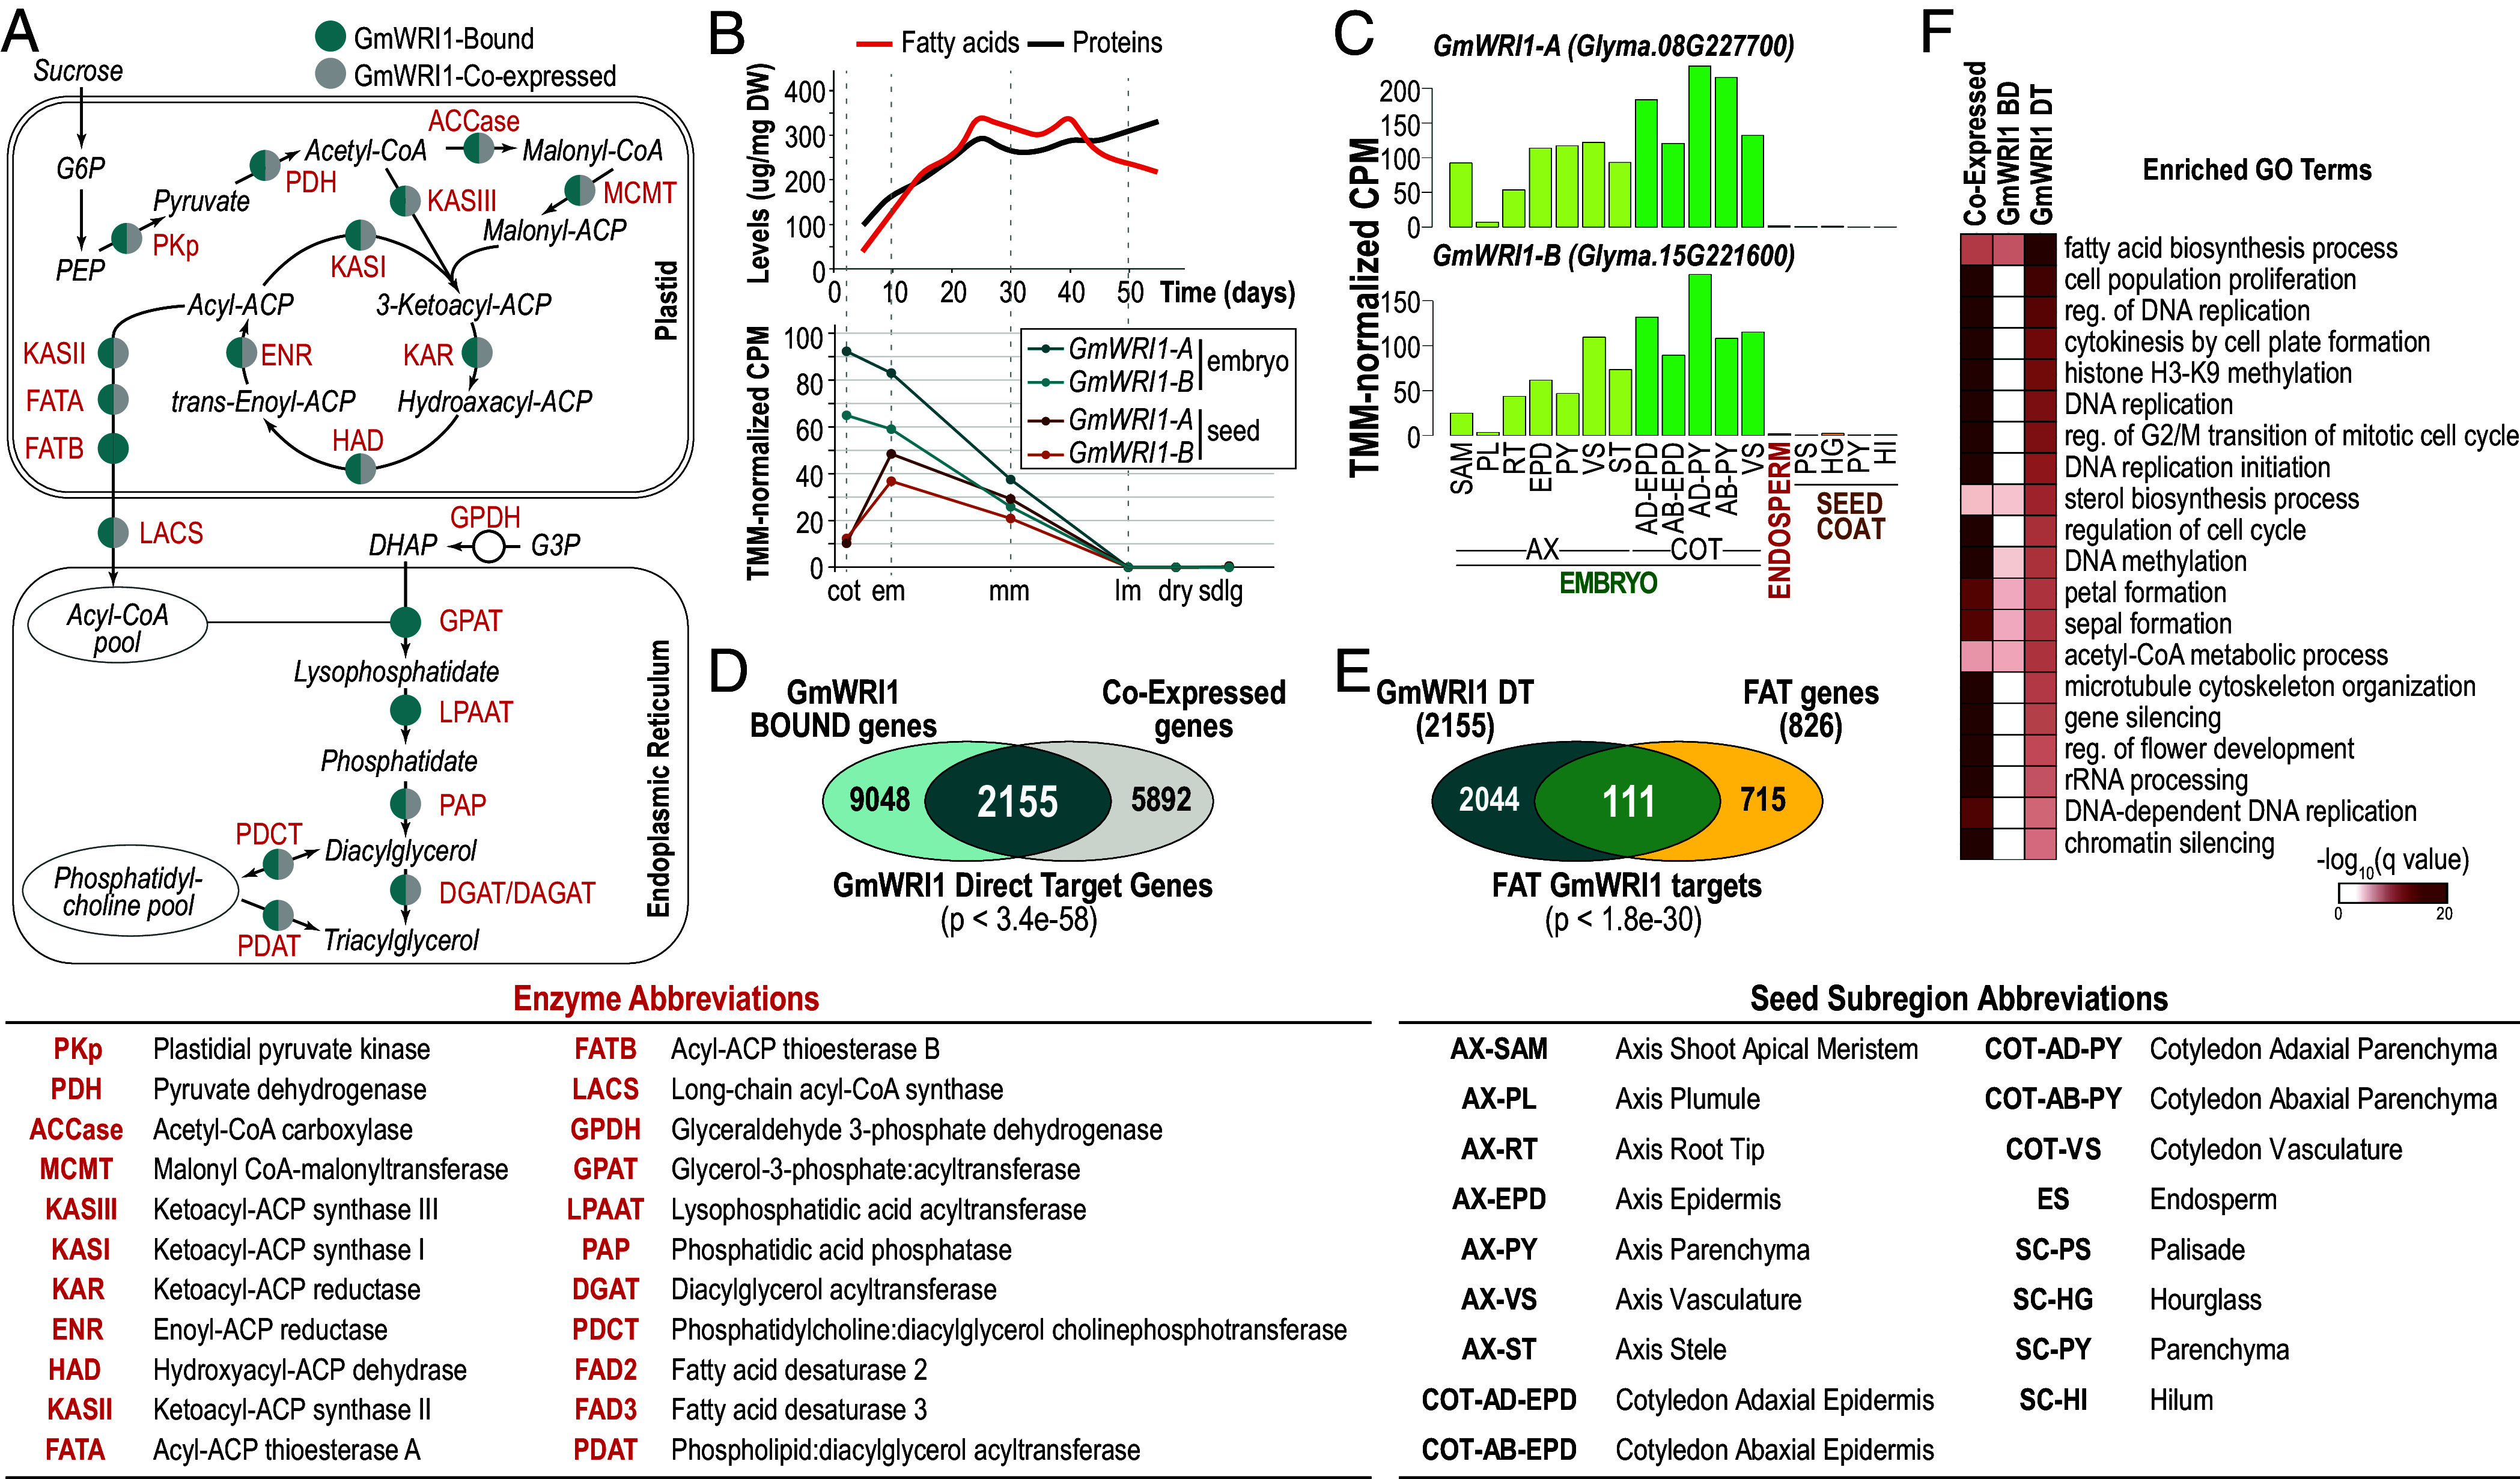
GmWRI1 acts as a central regulator of fatty acid and triacylglycerol biosynthesis in soybean seeds. (*A*) Simplified schematic diagram of FA and TAG biosynthesis from Baud and Lepiniec (6). Enzymes (labeled in red) encoded by genes that are bound by (teal) and/or coexpressed with (gray) GmWRI1. (*B*) Temporal changes in relative storage fatty acid and protein levels (*Top*, adapted from ref. 7) and of *GmWRI1-A* (*Glyma.08G227700*) and *GmWRI1-B* (*Glyma.15G221600*) mRNA levels (*Bottom*, from the Harada Embryo mRNA-Seq Dataset, GEO Series GSE99571) during soybean embryo development. (*C*) mRNA levels of *GmWRI1-A* and *GmWRI1-B* in seed subregions of the embryo axis, and cotyledons, endosperm, and seed coat at the early maturation stage (GEO Series GSE46096). (*D*) GmWRI1 DT genes in soybean embryos at the early maturation stage. Venn diagram shows the overlap of GmWRI1 bound and coexpressed genes. Statistical significance (hypergeometric distribution) of the overlap between bound genes and coexpressed genes is indicated. (*E*) Venn diagram showing the overlap of the GmWRI1 DT genes at the em stage and of FAT genes, with the statistical significance of the overlap indicated (hypergeometric distribution). (*F*) Heatmap showing the q value significance of GO term enrichment for GmWRI1 coexpressed, bound, and GmWRI1 DT genes. The GO terms listed are the top 20 most enriched biological process GO terms for GmWRI1 DT genes. Abbreviations: cotyledon (cot), early maturation (em), mid-maturation (mm), late maturation (lm), seedling (sdlg).

TAG synthesis occurs in the endoplasmic reticulum through one of two pathways (8, 9). The acyl CoA-dependent pathway, known as the Kennedy pathway, catalyzes the sequential addition of fatty acid moieties to a glycerol-3-phosphate backbone to generate TAGs. In the alternative pathway, the acyl-CoA-independent pathway which predominates in soybean, fatty acids are first incorporated into the membrane lipid phosphatidylcholine prior to their incorporation into TAG. TAGs are stored largely in oil bodies that bud off from the endoplasmic reticulum and are surrounded by a phospholipid monolayer (10). Storage lipid and protein accumulation occurs primarily during the maturation phase of seed development (Fig. 1*B*) which follows the morphogenesis phase during which embryonic domains and tissues are established (11).

Thus, storage lipid accumulation in seeds requires the coordinated activity of many diverse enzymes that operate in distinct cellular compartments. Oilseed crops are particularly efficient in FA and TAG biosynthesis, with storage lipids accounting for more than 60% of seed dry mass (12). This massive accumulation of TAGs and the observation that FA biosynthesis genes show similar patterns of expression that peaks during the onset of the maturation program and declines during the later stages of maturation suggest that FA and TAG biosynthesis is precisely regulated during seed development (6). Several reports indicate that FA biosynthesis is regulated primarily at the transcriptional level (13–16).

The major regulator of seed storage lipid biosynthesis is the WRINKLED1 (WRI1) transcription factor (TF), a member of the APETALA2 TF family (17). WRI1 has been shown to be both necessary and sufficient for FA accumulation in many oilseed crops. For example, *Arabidopsis* (*at*)*wri1* loss-of-function mutants exhibit an 80% reduction in seed oil content (18), and ectopic expression of *WRI1* results in significant increases of FA-related gene expression and, consequently, increased oil content in several plant species (17, 19–23).

WRI1 affects storage lipid accumulation by regulating the expression of genes involved in FA biosynthesis. Experimental modulations of *WRI1* expression that alters seed oil levels cause corresponding changes in the expression of FA biosynthesis genes, including those encoding ACP, 3-ketoacyl-ACP synthases (KAS), and subunits of ACCase, suggesting that these genes are activated transcriptionally by WRI1 (20, 24, 25). Consistent with this hypothesis, the AW Box (CNTNGNNNNNNNCG), a DNA element bound by WRI1 in vitro (24), is enriched in FA biosynthesis genes.

Despite its key regulatory role, a detailed, mechanistic understanding of how WRI1 regulates storage lipid accumulation in seeds is lacking. In particular, a comprehensive, genome-wide description of all genes regulated by WRI1 has not been reported, limiting our understanding of the exact mechanism by which WRI1 acts to regulate seed oil accumulation. To address this limitation, we analyzed the genome-wide binding profile of soybean WRI1 (GmWRI1) during seed development and provide a comprehensive description of WRI1 binding sites and the genes directly regulated by WRI1 in plants. Our results provide unique insights into the diverse mechanisms by which WRI1 acts as a central regulator of storage lipid accumulation in seeds.

## Results

### GmWRI1 Binds and Regulates Genes Involved in Fatty Acid Biosynthesis.

We identified genes that are directly regulated by GmWRI1-A (Glyma.08G227700) and GmWRI1-B (Glyma. 15G221600). There are several *WRI1* homologs in soybean, but two, *GmWRI1-A* and *GmWRI1-B*, showed the highest degree of DNA sequence similarity with *AtWRI1.* Others have demonstrated that these two homologs are able to rescue the *atwri1* seed oil mutant phenotype in *Arabidopsis* (26). As summarized in Fig. 1*B*, data from existing RNA-Sequence (RNA-Seq) databases (GEO accession GSE99571) showed that both mRNAs are present at high levels in embryos at the cotyledon (cot) and early maturation (em) stages and decline at later stages of embryo development, preceding the onset of FA accumulation in soybean seeds. Analysis of the spatial distribution of *GmWRI1* mRNAs in em stage seeds (GEO accession GSE46096) showed that both accumulated predominantly in embryo subregions (Fig. 1*C*). The temporal and spatial expression patterns of *GmWRI1-A* and *GmWRI1-B* are consistent with their roles in controlling the FA and TAG biosynthetic programs in embryos.

To identify genes that are directly regulated by GmWRI1 during seed development, we first defined genes that were bound by the TFs. We performed chromatin immunoprecipitation followed by DNA sequencing (ChIP-Seq) experiments using em stage soybean embryos with antibodies that recognize both GmWRI1-A and GmWRI1-B (see *Materials and Methods*). GmWRI1 bound genes were defined as those with reproducible GmWRI1 ChIP-Seq peaks in a genomic region between 1 kb upstream of the gene transcription start site (TSS) to the transcription termination site. We identified 11,203 bound genes (Dataset S1). We also performed GmWRI1 ChIP-Seq experiments with cotyledon (cot)-stage embryos because *GmWRI1* mRNA accumulation is high at that stage (Fig. 1*B*). However, the cot-stage results did not pass ENCODE quality thresholds for ChIP-Seq data unlike experiments at the em stage (27) (Dataset S2), as indicated by the smaller number of bound genes that were detected at the cot stage compared with the em stage (*SI Appendix*, Fig. S1*A* and Dataset S1). Nevertheless, virtually all cot-stage GmWRI1 bound genes were also bound at the em stage (*SI Appendix*, Fig. S1*A*).

Because most TF binding interactions do not represent transcriptional regulatory events (28), we filtered GmWRI1 bound genes for those that are coexpressed with the TF. The rationale is that a TF and the genes that it directly regulates are expressed in the same cell. Given the *GmWRI1* mRNA spatial accumulation pattern, we defined coexpressed genes as those whose mRNA levels were at least twofold or higher in embryo cotyledon parenchymal tissues compared to seed coat parenchyma and seed coat hilum tissues (FDR < 0.05, Harada–Goldberg Soybean Seed Development LCM RNA-Seq Dataset, GEO accession GSE99109; Dataset S1). As shown in Fig. 1*D*, we identified 2,155 genes that were both bound by GmWRI1 and coexpressed with *GmWRI1*, a significant overlap (*P* < 3.4e-58), and we designated these as GmWRI1 direct target (DT) genes.

We compared GmWRI1 DT genes with *Arabidopsis* genes regulated by AtWRI1 to confirm that the soybean genes were WRI1 regulated. Because neither genes bound by AtWRI1 nor genes misregulated by *atwri1* mutations have been reported genome-wide, we identified genes that were differentially expressed (DE) in *atwri1-1* mutant embryos at the linear-cotyledon stage (Fig. 2*A* and *SI Appendix*, Fig. S2). 

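The RNA-Seq experiment comprised 3 biological replicates of embryos labelled *atwri1-1* and 3 of WT embryos, all dissected 8 d after pollination. The authors removed rRNA reads, mapped the remaining reads to TAIR10 primary transcripts with bowtie, dropped reads with more than 1 best place, and deposited the number of reads counted on each transcript in each sample, without normalization. The counting did not use the strand of the reads. The reads counted on transcripts numbered 10219165, 18933870 and 8510887 in the libraries labelled *atwri1-1* and 14449130, 11566131 and 12033566 in the WT libraries, for replicates 1 to 3 in each. Here, these counts were normalized by edgeR's TMM method, and the 18241 genes that passed edgeR's filter on low counts were compared between genotypes with its quasi-likelihood test. A gene was called differentially expressed at an adjusted p of at most 0.05 (Benjamini-Hochberg) and a log2 fold change beyond 1 in either direction. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the test's F statistic. CPM are counts per 1e+06 reads of the tested genes, with these library sizes scaled by the TMM factors. A count of 3, the limit that a count of 0 allows, corresponded to between 0.148 and 0.338 CPM across the libraries, which covers counting error only.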

We found that 1,213 DE genes were down-regulated (twofold, FDR < 0.05) in *atwri1-1* compared with wild-type (WT) embryos, 848 of which correspond to annotated soybean genes (*SI Appendix*, Fig. S3 and Dataset S3). 

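*WRI1* itself (AT3G54320, chromosome 3, 20114488 to 20118745 in TAIR10.1) was measured first because it is the mutated gene. Its TMM-normalized CPM was 1256, 1100 and 1042 in the libraries labelled *atwri1-1* and 186, 148 and 166 in the WT libraries, for replicates 1 to 3. The mean was 1133 ± 111 (SD, n = 3) in the libraries labelled *atwri1-1* and 167 ± 19.2 (SD, n = 3) in WT, a log2 fold change of 2.76 (standard error 0.161, adjusted p = 2.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *WRI1* mRNA was thus higher in every library labelled *atwri1-1* than in any WT library, and all directions given for these embryos follow the labels. Between the 2 labels, 968 genes were lower in the libraries labelled *atwri1-1* and 197 were higher. For each of these 1165 genes the 3 values of one group did not overlap the 3 of the other. These genes were called for a difference between the same groups, so this adds no separate support. Among all the genes tested it held for 35.0%, where chance gives 10%. The number of lower genes moved most, to 544, when the adjusted p was held to at most 0.01. It was between 545 and 589 when any one library labelled *atwri1-1* was left out, and between 827 and 1087 when any one WT library was left out.

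**Figure D1:**
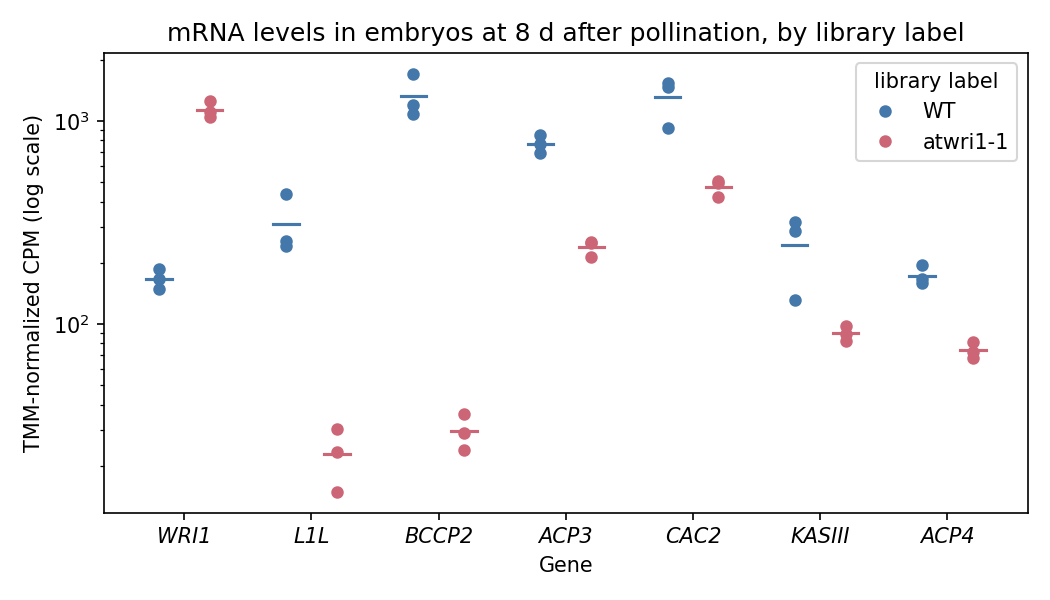
TMM-normalized CPM, on a log scale, of *WRI1* and 6 genes named in the paper in each of the 3 WT libraries (blue) and the 3 libraries labelled *atwri1-1* (red), with a line at each mean. *WRI1* is the only one of the 7 genes plotted that is higher in the libraries labelled *atwri1-1*, and the other 6 were all called as lower. Of the paper's regulators not plotted, *LEC1* (log2 fold change 0.80), *AGL15* (0.36), *ABI3* (0.31) and *FUS3* (0.18) were higher but not called. *ABI4* (-0.04), also not plotted, was not called.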

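The FA and TAG (FAT) genes listed in Dataset S4 allowed the comparison with GmWRI1 DT genes to be made for this part of the genome. The *Arabidopsis* homologs of the 826 soybean FAT genes were 282 different genes, and 71 of these were homologs of a FAT gene that is both bound by GmWRI1 and coexpressed with it. Of the 70 such homologs tested in the embryos, 37 (52.9%) were down-regulated in the libraries labelled *atwri1-1*. Of the 196 homologs of the other FAT genes that were tested, 28 (14.3%) were down-regulated, an odds ratio of 6.66 (p = 8.6e-10, two-sided Fisher's exact test). When homologs of all bound FAT genes were taken, whether or not coexpressed, 47 were down-regulated (p = 0.0015, two-sided Fisher's exact test). This larger set includes the bound and coexpressed homologs. Binding alone thus separated the homologs less clearly than binding together with coexpression, and coexpression without binding was not tested here. The homologs of GmWRI1 DT genes outside the FAT list were not analysed here.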

A significant number of these genes, 165 (*P* < 5.8e-14), overlapped with *Arabidopsis* homologs of GmWRI1 DT genes (1,690, Fig. 2*C*). To define *Arabidopsis* genes up-regulated by ectopic *GmWRI1* expression, we transfected *Arabidopsis* leaf protoplasts with either the *GmWRI1-A* gene driven by the *CaMV35S* promoter (*p35S:GmWRI1*) or the *p35S:mCHERRY* gene (Fig. 2*B*). We identified 1,490 DE genes that were up-regulated (twofold, FDR < 0.05) in *35S:GmWRI1* versus *35S:MCHERRY* cells, 1,097 of which correspond to annotated soybean genes (*SI Appendix*, Fig. S3 and Dataset S3). We found that 212 of these genes overlapped significantly with *Arabidopsis* homologs of GmWRI1 DT genes (*P* < 2.0e-17, Fig. 2*D*). Together, these results suggest that GmWRI1 regulates GmWRI1 DT genes. 

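The 968 genes that were lower in the libraries labelled *atwri1-1* were compared with the list of genes up-regulated by *35S:GmWRI1* in leaf protoplasts in Dataset S3. Of the 1490 genes on that list, 1349 were tested in the embryos. The lower genes included 357 of them (36.9%), against 5.74% of the other genes tested. The overlap expected by chance was 71.6 genes, so the observed overlap was 4.99 times as large (p = 1.02e-165, one-sided Fisher's exact test over the genes tested). Only 6 of the 197 genes that were higher in the libraries labelled *atwri1-1* were on the list. The overlap moved most, to 190 genes, when the protoplast list was limited to log2 fold changes above 2, and it was 237 genes without *atwri1-1* replicate 2.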

We designated the 401 genes (*P* < 1.7e-214) that are down-regulated in *atwri1* mutant embryos and up-regulated by *35S:GmWRI1* overexpression in leaf cells as AtWRI1 directly regulated (AtWRI DR) genes (Fig. 2*E*).

**Fig. 2.**
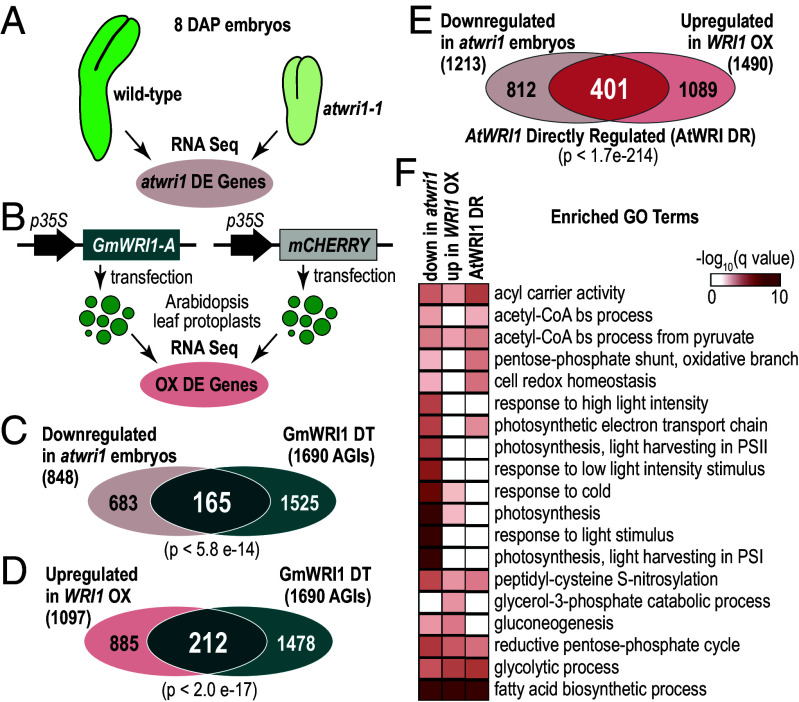
Identification of WRI1 directly regulated genes in *Arabidopsis*. (*A*) Overview of strategy used to identify *Arabidopsis* genes differentially expressed (*A*) in *atwri1-1* mutant compared with WT embryos at 8 d after pollination and (*B*) in leaf protoplasts transfected with *35S:GmWRI1* or *35S:mCHERRY* as a negative control. RNA-Seq experiments identified differentially expressed mRNAs that differed at least twofold (FDR < 0.05) when compared to the control. (*C*) Venn diagram showing the overlap between genes down-regulated in *atwri1* mutant embryos and GmWRI1 DT genes. (*D*) Venn diagram showing the overlap between genes up-regulated in leaf protoplasts overexpressing GmWRI1 and GmWRI1 DT genes. (*E*) Venn diagram showing the overlap between genes down-regulated in *atwri1* mutant embryos and up-regulated in leaf protoplasts overexpressing *GmWRI1* to identify the AtWRI1 DR genes. (*F*) Heatmap showing the q value significance of enriched GO terms for down-regulated genes in *atwri1* mutant embryos, up-regulated genes in the *35S:GmWRI1* leaf cells, and of the AtWRI1 DR genes. GO terms listed are the top 10 most enriched biological process terms (q value < 0.01).

Two lines of evidence suggest that GmWRI1 DT genes are involved in FA and TAG biosynthesis. First, GmWRI1 DT genes were overrepresented for Gene Ontology (GO) terms involved with FA biosynthesis, such as fatty acid biosynthetic process and acetyl-CoA metabolic process, acetyl-CoA carboxylase activity, and fatty acid synthase complex (Fig. 1*F* and Dataset S1). Similarly, AtWRI DR genes were enriched for GO terms related to FA biosynthetic processes, such as fatty acid biosynthetic process, acyl carrier activity, and acetyl-CoA carboxylase activity (Fig. 2*F* and Dataset S3). 

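Dataset S3 lists 27 genes that were up-regulated in the protoplasts under the GO term fatty acid biosynthetic process. All 27 were tested in the embryos, and 24 were down-regulated in the libraries labelled *atwri1-1*. The number was also 24 when adjusted over the list alone. The median log2 fold change of the 27 genes was -2.02 and the range was from -5.48 to 0.44. The 3 genes not called, named after their values were seen, were *KCS6* (log2 fold change -0.86), *FAB1* (-0.80) and *KCS18* (0.44). *BCCP2* (AT5G15530, chromosome 5, 5038563 to 5040840 in TAIR10.1) had 29.6 ± 5.95 CPM (SD, n = 3) in the libraries labelled *atwri1-1* and 1321 ± 334 (SD, n = 3) in WT, a log2 fold change of -5.48 (standard error 0.276, adjusted p = 1.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Only 84.9% of the 31-base stretches of its transcript occur in no other primary transcript, so part of its reads may have been dropped in the counting. *KASIII* (AT1G62640, chromosome 1, 23192146 to 23195103) had a log2 fold change of -1.44 (standard error 0.314, adjusted p = 0.0299 from the same test), and it was no longer called when any library other than WT replicate 1 was left out, with adjusted p up to 0.129. *ACP4* (AT4G25050, chromosome 4, 12870006 to 12871564) had a log2 fold change of -1.22 (standard error 0.140, adjusted p = 0.0025). Under acyl carrier activity, 6 of 6 listed genes were down-regulated, and under acetyl-CoA carboxylase activity 4 of 5 were, the exception being *ACC2* (0.37), named after its value was seen. Camera with its preset correlation gave p = 3.9e-73 for the 27 genes, and the shift held under fry (p = 8.71e-06) and under an estimated correlation (p = 3.8e-04).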

GmWRI1 DT genes were also enriched for GO terms related to cell proliferation, such as cell population proliferation and cytokinesis by cell plate formation, opening the possibility that GmWRI1 may also regulate genes involved in processes other than storage lipid accumulation. Second, Fig. 1*A* shows that the vast majority of enzymes involved in FA and TAG biosynthesis are encoded by GmWRI1 DT genes, such as the ACCase subunits, biotin carboxylase (CAC2) and biotin carboxyl carrier protein (BCCP2), and KASIII, and in TAG assembly in the endoplasmic reticulum, such as phosphatidic acid phosphohydrolase, diacylglycerol acyltransferase, and phosphatidylcholine diacylglycerol cholinephosphotransferase. We note that two genes are bound by but not coexpressed with GmWRI1. To determine the extent to which GmWRI1 regulates genes involved in FA and TAG biosynthesis, we manually curated a list of FA and TAG (FAT) biosynthesis genes based on the Plant Metabolic Network (PMN) (https://plantcyc.org/databases/soycyc/8.0) and used the *Arabidopsis* Acyl-Lipid Metabolism (Aralip) (http://aralip.plantbiology.msu.edu/) to annotate these genes (Dataset S4). Of the 826 soybean FAT genes that encode different steps in the FA and TAG biosynthetic pathways, 111 were GmWRI1 DT genes (*P* < 1.8 e-30, Fig. 1*E*). Together, our results confirm that GmWRI1 directly regulates genes required for storage lipid biosynthesis.

### WRI1 Primarily Binds Intragenic Regions Enriched for Specific DNA Motifs.

To gain insight into the mechanisms by which GmWRI1 regulates FA and TAG biosynthetic genes transcriptionally, we analyzed bound regions in GmWRI1 DT genes. Surprisingly, we showed that the ChIP-Seq peaks which presumably represent GmWRI1 binding sites in cot and em stage embryos were mostly located downstream of the TSS in intragenic regions (Fig. 3 *A* and *B* and *SI Appendix*, Fig. S1*B*). This binding site profile differed from those of GmLEC1, GmAREB3, GmbZIP67, and GmABI3 TFs in soybean embryos whose ChIP-Seq peaks were mostly located in region upstream of the TSS (29, 30).

**Fig. 3.**
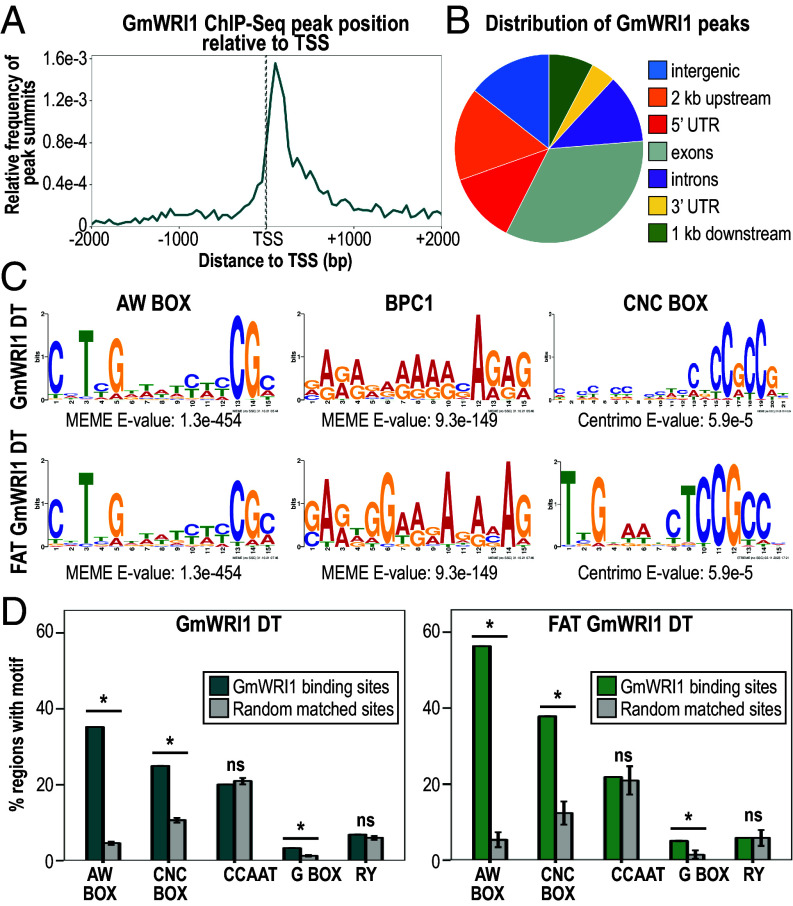
Binding profile and enriched DNA motifs in GmWRI1 binding sites. (*A*) Position of GmWRI1 ChIP-Seq peak in reference to the TSS of GmWRI1 DT genes. (*B*) Pie chart showing the fraction of GmWRI1 ChIP-Seq peaks that overlap distinct genomic features (intergenic, 2 kb upstream of the TSS, 5′ UTR, exons, introns, 3′ UTR, and 1 kb downstream of the TTS). (*C*) Position weight matrices of DNA motifs discovered de novo in GmWRI1 binding sites of GmWRI1 DT (*Top*), and FAT GmWRI1 DT (*Bottom*) genes, and their significance as indicated by their associated E values. (*D*) DNA motif enrichment in the binding sites of GmWRI1 DT (*Left*) and FAT GmWRI1 DT (*Right*) genes. Graphs show the percentage of bound regions (green) and randomly selected, equivalently sized, and spaced regions (gray) containing the indicated DNA motifs. A Bonferroni-adjusted *P* value threshold of 0.01 was used to indicate the statistical significance (*) of enrichment, while n.s. indicates no significant difference.

#### AW box DNA motif is highly enriched in GmWRI1 binding sites.

We asked whether DNA motifs were enriched in a 100 bp region surrounding the ChIP-Seq peaks, designated as GmWRI1 binding sites. One motif identified using de novo discovery analysis of GmWRI1 DT binding sites was the AW box motif, a DNA sequence previously shown to be bound by AtWRI1 in vitro (24) (Fig. 3*C* and Dataset S5). We showed that GmWRI1 DT and FAT GmWRI1 DT genes were significantly enriched for the AW Box (Bonferroni-adjusted *P* values < 0.01), with 35.2% and 56.3% of binding sites, respectively, containing full AW Boxes (Fig. 3*D*). These results suggest that the AW Box underlies the direct interaction of GmWRI1 with many, but not all, of its binding sites.

Because most GmWRI1 binding sites were located downstream of the TSS, we determined AW Box distribution in GmWRI1 DT and FAT GmWRI1 DT genes. AW Box motifs were found predominantly in regions downstream of the TSS, consistent with GmWRI1 binding site locations (*SI Appendix*, Fig. S4 *A* and *B*). We note, however, that AW Box enrichment may be influenced by the higher GC content of regions downstream versus upstream of the TSS. Nevertheless, AW Box distribution and enrichment in GmWRI1 binding sites is consistent with a role for this DNA motif in specifying GmWRI1 occupancy in downstream regions.

#### Additional DNA motifs are enriched in WRI1 binding sites.

De novo discovery analyses identified another DNA motif, CNCCNCC (designated CNC Box), that was enriched in the binding sites of GmWRI1 DT and FAT GmWRI1 DT genes (Fig. 3 *C* and *D* and Dataset S5). Although the CNC Box has not been shown to be bound by WRI1, its enrichment in GmWRI1 binding sites suggests its potential role in mediating GmWRI1 DT gene transcription. Consistent with this hypothesis, a similar motif was previously shown to be enriched in the 5′ UTR of FA-related genes in numerous plant species (31).

A GAGA-rich DNA motif was also discovered de novo in GmWRI1 binding sites (Fig. 3 *B* and *C*). This motif is similar to the BPC1 motif that is bound by the BASIC PENTACYSTEINE6 (BPC6) transcription factor which is proposed to recruit the Polycomb Repressive Complex (32). The BPC1 motif is found in the binding sites of many TFs that regulate the maturation phase of seed development, such as GmLEC1, GmAREB3, GmbZIP67, and GmABI3 (29, 30). Together, these results suggest that transcriptional regulation of GmWRI1 DT genes may involve DNA elements other than the well-characterized AW Box.

Because FAs and TAGs are synthesized during the maturation phase, we asked whether the CCAAT Box (CCAAT), G Box (CACGTG), and RY (CATGCA) DNA elements that are known to be bound by the major maturation TF regulators, LEC1, bZIP67, ABI3, FUS3, and LEC2, were enriched in GmWRI1 binding sites (29, 33). These motifs were not identified by de novo discovery analysis, and only the G Box motif was significantly enriched in 3.3% and 5.0% of GmWRI1 DT binding sites and FAT GmWRI1 DT binding sites (Fig. 3*D* and Dataset S5). This result suggests that GmWRI1-mediated transcriptional control of FA biosynthesis involves distinct cis-regulatory modules from those utilized by these other maturation TFs.

#### AW and CNC box motifs are enriched in intragenic regions of AtWRI directly regulated genes.

We analyzed motif enrichment in AtWRI DR genes to determine whether the motifs identified in GmWRI1 binding sites are conserved in *Arabidopsis*. 

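The 357 genes that were lower in the libraries labelled *atwri1-1* and up-regulated in protoplasts were searched for both motifs in the 500 bp after the 5' end of the counted transcript, taken as the TSS. The sequences came from TAIR10.1, a later release than the TAIR10 transcripts used for mapping, and 356 of the genes had such a window. Both motifs were searched as the paper defines them, on either strand. An AW Box was present in 255 of the 356 genes (71.6%). A CNC Box was present in 216 of them (60.7%).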

AW Boxes and CNC Boxes were detected downstream of the TSS in 70.3% and 59.6%, respectively, of AtWRI DR genes (*SI Appendix*, Fig. S5 and Dataset S3). By contrast, the AW Boxes and CNC Boxes were detected in only 41% and 48.9%, respectively, of the downstream regions of 1,000 sets of randomly matched genes (Dataset S3). 

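In 1000 random sets of 356 protein-coding genes, the share with a downstream AW Box was 40.0% ± 2.66 (mean and SD over sets) and the share with a downstream CNC Box was 48.3% ± 2.70. No random set reached the share of the down-regulated and protoplast-induced genes for either motif (p = 0.001 for each, one-sided permutation test, the smallest that 1000 sets can give). The share of genes carrying the AW Box moved most when only the gene's sense strand or a 250 bp window was searched, to 46.9% and 47.8%, while the random sets fell to 23.6% and 21.2%.

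**Figure D2:**
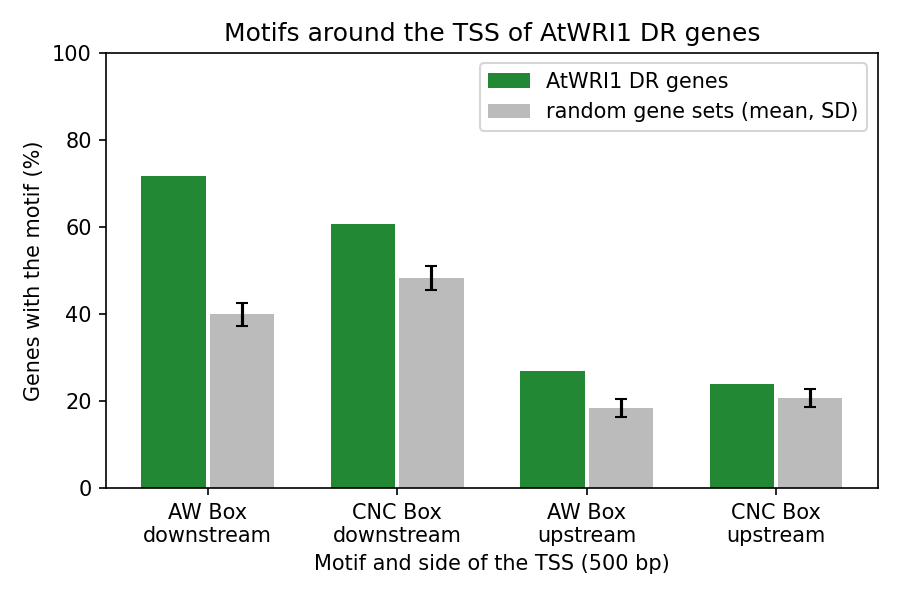
Percentage of genes with an AW Box or a CNC Box within 500 bp downstream or upstream of the TSS, for the 356 genes (green) and for 1000 random gene sets (gray, mean with SD as error bar). The green bar is higher by more than 1 SD in all 4 comparisons, and by the least for the upstream CNC Box.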

In regions upstream of the TSS, the AW Box was enriched in 33.2% of AtWRI1 DR genes as compared with 18.5% in background regions (*SI Appendix*, Fig. S5 and Dataset S3), but no significant enrichment of the CNC Box was observed. These results are consistent with the observation that the AW Box and CNC Box are overrepresented in binding sites downstream of the TSS of genes regulated by WRI1, suggesting that these elements contribute to the transcriptional regulation of these genes.

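In the 500 bp upstream of the TSS, an AW Box was present in 96 of the 356 genes (27.0%), against 18.4% ± 2.08 (mean and SD) in the 1000 random sets (p = 0.001, one-sided permutation test). A CNC Box was present upstream in 85 genes (23.9%), against 20.7% ± 2.13 (p = 0.0739, one-sided permutation test).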

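The GC content of the downstream windows averaged 41.0% in the 356 genes and 39.6% in all protein-coding genes. With random sets matched on the GC content of the window, the downstream shares of the random sets were 44.1% ± 2.48 for the AW Box (p = 0.001, one-sided permutation test) and 53.6% ± 2.47 for the CNC Box (p = 0.0040). From the higher shares in genes regulated by WRI1 and the enrichment in GmWRI1 binding sites, the paper proposes that both elements contribute to the transcription of these genes. It also assays mutated binding sites in protoplasts.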

### Functional Analysis of AW Box and CNC Box Motifs in GmWRI1 Direct Target Gene Binding Regions.

We conducted transient assays to determine whether enriched AW Boxes and CNC Boxes are required for GmWRI1-mediated transcription of the four FAT genes shown in Fig. 4*A*: *ACP4* (Glyma.15G098500), *BCCP2* (Glyma.13G0 57400), *CAC2* (Glyma.05G221100), and *ACP3* (Glyma.19G240100). We cloned WT versions of the genes’ binding sites and mutant variants in which all AW Box (mAW), CNC Box (mCCNCC), or both (mAWmCNC) motifs were mutated (Fig. 4*B* and *SI Appendix*, Table S1). Binding sites for the *ACP4*, *BCCP2,* and *CAC2* genes contained at least one full AW Box motif, whereas *ACP3* contained an abbreviated version of the AW Box (CNTNGNNNNNNCG) which was shown by others to be bound by AtWRI1 in vitro (34). With the exception of *BCCP2,* the binding sites all contained at least one CNC Box. Binding sites were fused upstream of a firefly *Luciferase* gene with a *35S* minimal promoter in a plasmid that also contained a *35S:Renilla Luciferase* gene as a normalization control (Fig. 4 *C* and *D*). Constructs were assayed either by transfecting the plasmids into soybean embryo protoplasts or by cotransfecting the plasmid into *Nicotiana benthamiana* (tobacco) leaf protoplasts along with another plasmid with a *35S:GmWRI1* or *35S:mCHERRY* gene (Fig. 4 *C* and *D*).

**Fig. 4.**
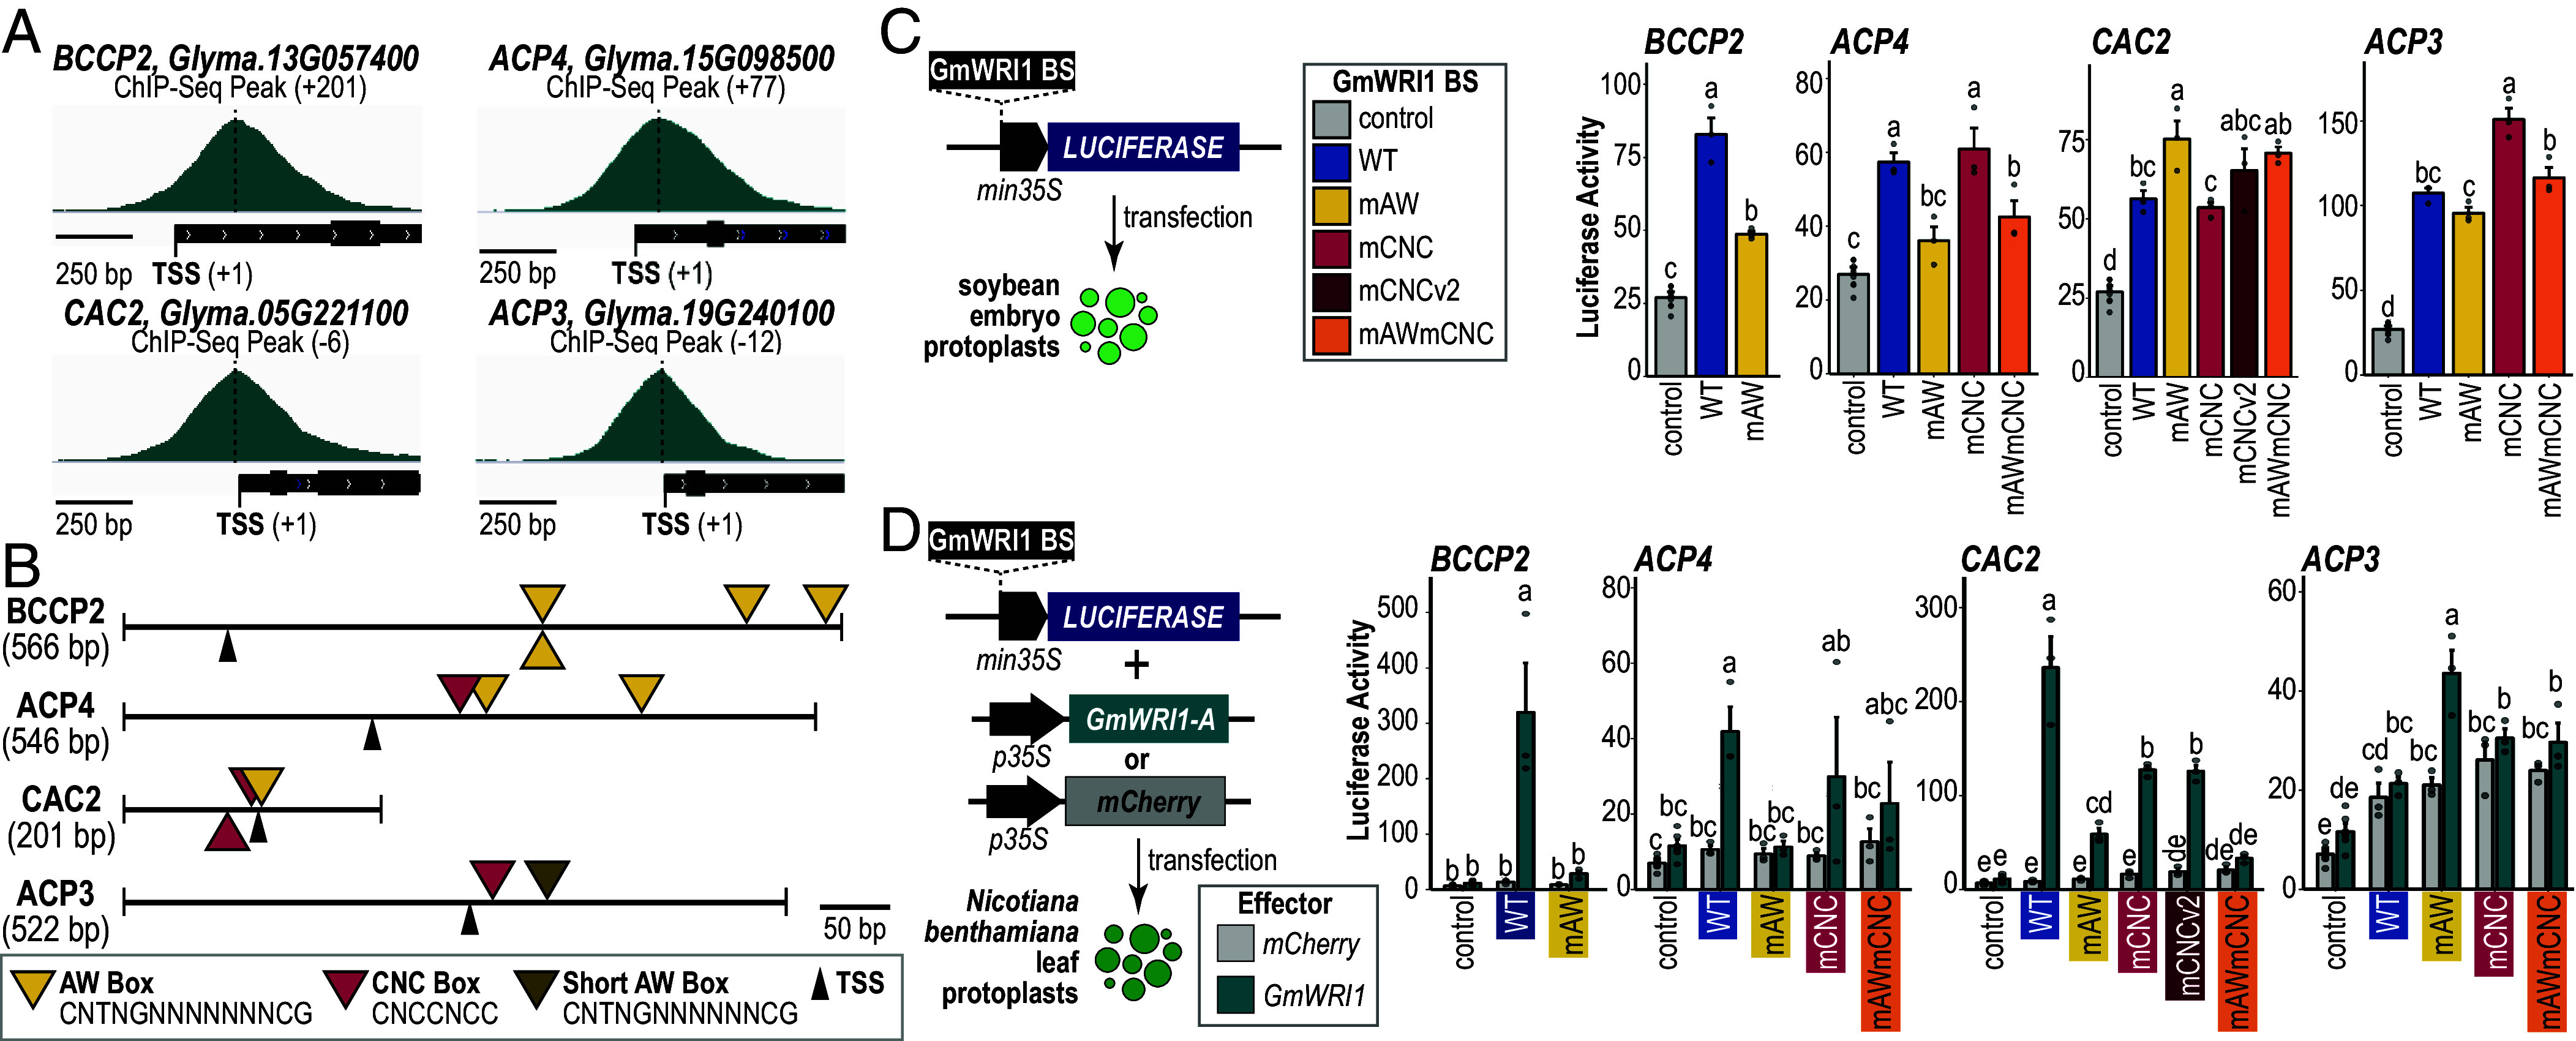
Functional analysis of GmWRI1 direct target gene binding sites. (*A*) Genome browser view showing the position of GmWRI1 ChIP-Seq peaks for *BCCP2* (Glyma.13G057400), *ACP4* (Glyma.15G098500), *CAC2* (Glyma.05G221100), and *ACP3* (Glyma.19G240100). ChIP-Seq peaks (dashed lines) and TSS positions (tick mark) are indicated. Peak distance from the TSS in bp is shown. (*B*) Diagrams of GmWRI1 binding sites for genes in (*A*) used in the transient assay experiments. Yellow, pink, and brown symbols, respectively, indicate the positions of AW Box, CNC Box, and short AW Box motifs. (*C*) Effect of WT GmWRI1 binding sites and of binding sites with mutations in all detectable AW Box (mAW), CNC Box (mCNC), or both (mAWmCNC) DNA motifs on reporter gene activity in soybean cotyledon embryo protoplasts. (*D*) Transactivation analysis of WT and mutant GmWRI1 binding sites in tobacco leaf protoplasts transfected with *p35S:GmWRI1* (teal) or *p35S:mCHERRY* (gray). For (*C*) and (*D*), average firefly to Renilla luciferase activity ratios were multiplied by 100 and plotted with the respective SE. Lower-case letters indicate the significance of comparisons based on ANOVA and post hoc Tukey test results.

We showed that all WT GmWRI1 binding sites promoted reporter gene activity in soybean embryo protoplasts, and all except *ACP3* resulted in reporter gene activation in leaf protoplasts when cotransfected with *35S:GmWRI1* (Fig. 4 *C* and *D*). These results suggest that *cis-*regulatory elements within these binding sites are sufficient to recruit GmWRI1 and, perhaps, other TFs to activate gene transcription. We assayed binding sites with mutated DNA motifs to determine whether the AW Box or CNC Box acted as *cis-*regulatory elements and obtained variable results. As shown in Fig. 4 *C* and *D*, mutations in the AW Box of *ACP4* and *BCCP2* binding sites severely reduced reporter gene activity in both embryo and leaf protoplasts. By contrast, mutations in the CNC Boxes of these binding sites did not reduce reporter gene activity. These results suggest that GmWRI1 function depends primarily on AW Box elements in *ACP4* and *BCCP2* genes. Mutations in the AW Boxes and CNC Boxes of *CAC2* and *ACP3* binding sites did not compromise their enhancer activity in soybean embryos. However, mutations in either motif of *CAC2* binding sites compromised reporter gene activation in leaf protoplasts (Fig. 4*D*). Because there is positional overlap between one of the two CNC Boxes and the AW Box in the *CAC2* binding site (Fig. 4*B*), it was necessary to establish that the negative effect of the CNC Box mutations on enhancer activity did not result from alteration of the AW Box. We showed that mutation of only the upstream CNC Box (mCNCv2) was sufficient to cause a reduction in reporter gene activity in transactivation experiments with GmWRI1 in leaf protoplasts (Fig. 4*D*). Furthermore, *CAC2* binding sites with mutations in both CNC Boxes and in the AW Box (mAWmCNC) resulted in a greater reduction in reporter gene activity than those resulting from mutations in either motif separately (Fig. 4*D*). This suggests that the two motifs act additively or synergistically in transcriptional regulation.

The *ACP3* binding site did not display enhancer activity in leaf protoplasts, and the short AW Box and CNC Box mutations in this binding site did not compromise its enhancer activity in embryo protoplast (Fig. 4 *C* and *D*). These results open the possibility that GmWRI1 occupancy and function might require other TFs. We created a series of 100 bp overlapping deletions in the 500 bp region surrounding the *ACP3* ChIP-Seq peak and assayed the effects of deleting sequential 100 bp segments in embryo protoplasts to identify regions with *cis-*regulatory elements (*SI Appendix*, Fig. S6 *A* and *B*). Although each deletion caused some reduction in reporter gene activity compared to the complete region, deletions of regions containing the GmWRI1 ChIP-Seq peak resulted in the greatest reduction in reporter gene activity (*SI Appendix*, Fig. S6). Because AW Box and CNC Box mutations in the *ACP3* binding site did not cause a reduction in reporter gene activity (Fig. 4 *C* and *D*) we conclude that other DNA elements are required for *ACP3* enhancer activity.

Together, these results suggest that the AW Box and CNC Box motifs in GmWRI1 binding sites function as enhancer elements. Although the majority of these *cis-*regulatory elements are located downstream of the TSS, they were able to promote GmWRI1 transcription when placed upstream of the TSS.

### GmWRI1 and GmLEC1 Control Fatty Acid–Related Genes through Distinct Binding Sites.

In addition to FA and TAG biosynthesis genes, many GmWRI1 DT genes encode TFs (Dataset S1), several of which are involved in controlling major embryonic processes in soybean and/or *Arabidopsis*, such as LEC1, ABI3, FUS3, ABI4, AGL15, and WRI1 (33).

GmLEC1 is particularly interesting because it and AtLEC1 are major regulators of FA and TAG biosynthesis in embryos, and GmLEC1 binding sites have been profiled genome-wide (29, 30, 35). We previously showed that *GmWRI1-A* and *GmWRI1-B* are direct target genes of GmLEC1 in soybean embryos (29), and we show here that *GmLEC1-1* and *GmLEC1-2* are GmWRI1 DT genes (Dataset S1). These results suggest that GmWRI1 and GmLEC1 act in a transcriptional positive feedback circuit in the control of FA and TAG biosynthesis in embryos.

To understand how the two TFs regulate FA and TAG biosynthesis programs, we identified FAT GmWRI1 DT genes that are also bound by GmLEC1 in em-stage embryos (29). Fig. 5*A* shows that 69 of 111 of FAT GmWRI1 DT genes were also bound by GmLEC1 (*P* < 1.5e-07). The GmWRI1 DT/GmLEC1 bound genes encode the vast majority of enzymes required for FA and TAG biosynthesis, although some key steps in the pathways are targeted uniquely by each TF (*SI Appendix*, Fig. S7). Specifically, the KASIII enzyme (Fig. 1*A*) is encoded by a GmWRI1 DT gene that is not bound by GmLEC1 (*SI Appendix*, Fig. S7 and Dataset S3). By contrast, genes encoding fatty acyl-ACP thioesterases B (FATB) and glycerol-3-phosphate acyltransferase (GPAT) are bound by both TFs, but they are a direct target gene of GmLEC1 but not GmWRI1 (29). These results suggest that although complementary, the two TFs serve some specific roles in FA and TAG biosynthesis in embryos. Moreover, FAT mRNAs encoded by GmWRI1 DT/GmLEC1 bound genes were at higher levels than those encoded by GmWRI1 DT genes alone (Fig. 5*B*). Our results suggest that GmWRI1 and GmLEC1 serve additive and/or synergistic functions in FAT gene regulation in embryos.

**Fig. 5.**
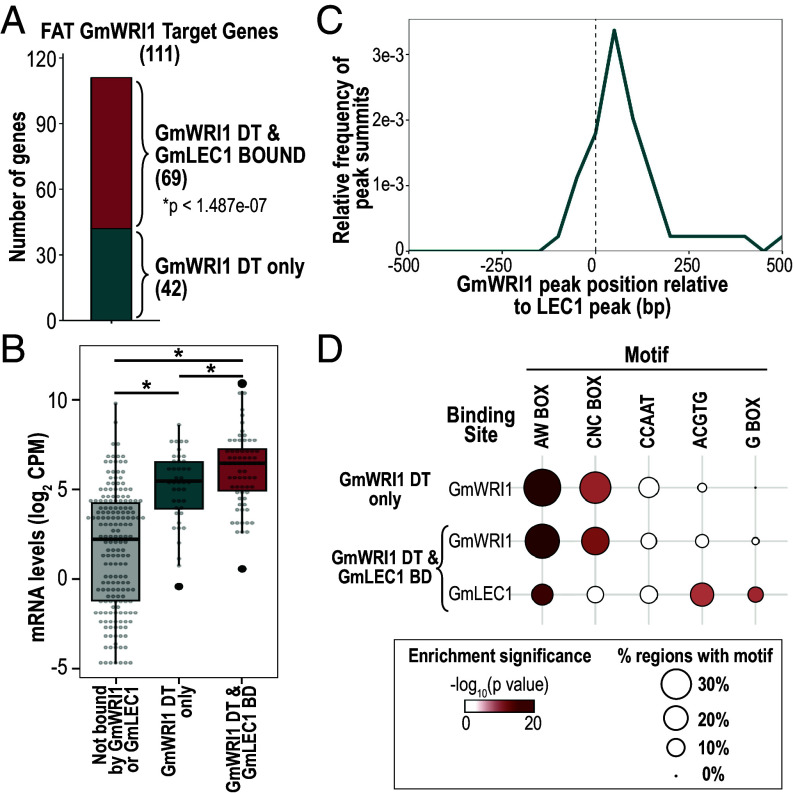
GmWRI1 and GmLEC1 act independently to control storage lipid biosynthesis in soybean embryos. (*A*) The bar graph shows the number of FAT GmWRI1 DT genes that are bound or not bound by GmLEC1. The *P* value significance of the overlap is indicated (hypergeometric distribution). (*B*) Box plots comparing the distribution of mRNA levels in em embryos (GEO accession GSE99571) of FAT genes are not bound by either GmWRI1 and GmLEC1 (gray), GmWRI1 DT genes that are not bound by GmLEC1 (teal), and GmWRI1 DT genes that are bound by GmLEC1 (dark red). The asterisk indicates significant differences between groups (Wilcoxon rank-sum test, *P* < 0.01). (*C*) GmWRI1 ChIP-Seq peak positions relative to LEC1 ChIP-Seq peaks (position 0) in FAT GmWRI1 DT genes that are also bound by GmLEC1. (*D*) DNA motif enrichment in GmWRI1 DT binding sites of genes that are not bound or bound by GmLEC1. Circle diameters depict the frequencies at which DNA motifs were identified in the indicated regions, and the color intensity indicates the statistical significance of the enrichment relative to the normal distribution of a population of randomly generated regions (Bonferroni-adjusted *P* values).

We next evaluated the positional relationship between GmWRI1 and GmLEC1 binding sites in FAT GmWRI1 DT genes. Fig. 5*C* shows that the median distance between GmWRI1 and GmLEC1 ChIP-Seq peak positions was 142 bp, ranging between 3 and 5,655 bp, suggesting that these TFs bind adjacent but distinct sites in target genes. To address this hypothesis, we analyzed DNA motif enrichment in a 50 bp window around ChIP-Seq peaks. As observed previously, GmWRI1 binding sites were strongly enriched for the presence of AW Box and CNC Box in the FAT genes targeted by GmWRI1 only and in the FAT GmWRI1 DT genes that are also bound by GmLEC1 (Fig. 5*D*). GmLEC1 binding sites were enriched for G Box-type DNA motifs (G Box and ACGTG) and the AW Box but not the CNC Box motifs (Fig. 5*D*). Although GmLEC1 has not been shown to bind G Box-type DNA motifs directly, its occupancy in FAT GmWRI1 DT genes is likely anchored by a bZIP type TF that binds G Box elements and physically interacts with GmLEC1, as suggested previously (29, 36). Given the distance between binding sites and the absence of evidence indicating that the two TFs interact physically, GmWRI1 and GmLEC1 appear to act independently to promote the transcription of FAT GmWRI1 DT genes.

## Discussion

### GmWRI1 Is a Central Regulator of Storage Lipid Biosynthesis in Embryos.

Fatty acid and TAG biosynthesis in embryos requires the activity of several enzymes located in distinct cellular compartments. Expression of genes encoding these enzymes must be highly coordinated to ensure the rapid and efficient incorporation and storage of carbon as FAs and TAGs during seed development (Fig. 1*A*) (3, 4). Given the critical role played by WRI1 in regulating FA biosynthesis genes and in controlling storage lipid accumulation in embryos (37), we obtained a genome-wide profile of WRI1 binding sites and of the genes directly regulated by WRI1.

Several lines of evidence indicate that GmWRI1 DT genes are directly regulated by GmWRI1 and that GmWRI1 is a key regulator of storage lipid biosynthesis. First, GmWRI1 DT genes correspond to FA and TAG-related genes that are up-regulated by ectopic GmWRI1 overexpression in soybean. Specifically, 24 of 55 genes up-regulated by ectopic *GmWRI1* expression in transgenic soybean seeds, 19 of which are FAT genes, are GmWRI1 DT genes (26). Similarly, 7 of 18 genes, 6 of which are FAT genes, up-regulated by ectopic *GmWRI1* in soybean roots are GmWRI1 DT genes (21). 

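In the *atwri1-1* embryos the homologs of FAT GmWRI1 DT genes were also compared as a set. Their median log2 fold change between the libraries labelled *atwri1-1* and WT was -1.19, with 59 homologs lower and 11 higher, while the homologs of the other FAT genes had a median of -0.10. These other homologs were lower as a set too, by a smaller shift (p = 0.0013 under camera with its preset correlation, 7.9e-04 under fry and 0.0356 with an estimated correlation, which is 0.103 after Benjamini-Hochberg adjustment over the 18 lists). With library size only in place of TMM, 91 of them were lower and 105 higher, with a median of 0.07. When adjusted over the list alone, 38 of the DT homologs were down-regulated. Camera gave p = 6.17e-51 with its preset correlation of the genes, and the shift held under fry (p = 6.14e-06) and under an estimated correlation (p = 5.1e-04).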

Second, there is significant overlap between GmWRI1 DT genes and homologous *Arabidopsis* genes that are down-regulated in *atwri1* mutants (Fig. 2). We note that a microarray analysis of ~3,500 *Arabidopsis* genes identified 25 down-regulated genes in *atwri1* mutant when compared to WT seeds (38), 11 of which overlapped with the 1,213 list of down-regulated genes in *atwri1* mutant embryos identified here (Dataset S5). This restricted overlap likely reflects the limited gene numbers assayed previously and reduced sensitivity of the analysis resulting from the use of RNA from whole seeds rather than embryos given that *AtWRI1* is primarily expressed in embryonic tissues (39). Third, *Arabidopsis* gene homologs of GmWRI1 DT genes overlapped significantly with those that are up-regulated upon ectopic overexpression of GmWRI1 in *Arabidopsis* leaf protoplasts (Fig. 2 and Dataset S3). Fourth, GmWRI1 DT genes are enriched for FAT genes and encode the vast majority of enzymes involved in the FA and TAG biosynthetic pathways from the synthesis of malonyl-CoA in plastids to the assembly of TAG in the endoplasmic reticulum (Fig. 1 *A* and *E*).

Others have reported that AtWRI1 regulates genes encoding glycolytic enzymes (18, 20, 38). Hexoses funneled through the glycolysis pathway account for much of the carbon used for FA biosynthesis. Although glycolytic process was not an enriched GO term for GmWRI1 DT genes, seven genes encoding plastid-localized glycolytic enzymes were identified as GmWRI DT genes (Dataset S1). Together, these results indicate that GmWRI1 is a major regulator of storage lipid biosynthesis.

### Biological Relevance of GmWRI1 Binding Preference for Intragenic Regions.

GmWRI1 binds preferentially with intragenic regions, consistent with the observation that AW Box and CNC Box motifs are enriched primarily downstream of the TSS (Fig. 3*A* and *SI Appendix*, Figs. S1*B* and S4). We demonstrated that intragenic GmWRI1 binding sites act as transcriptional enhancer elements because binding sites with AW and CNC motifs located primarily downstream of the TSS in *BCCP2, ACP4*, and *CAC2* genes promote GmWRI1-mediated transcription when placed upstream of a minimal promoter (Fig. 4 *C* and *D*). Thus, the significance of the intragenic location of GmWRI1 binding sites is unknown.

Our finding that GmWRI1 DT genes possess intragenic binding sites is not unique. A survey of *Arabidopsis* TF binding sites revealed that 13 of 27 TFs analyzed exhibited substantial binding to intragenic sites (40), and an estimated 36% of enhancer elements in *Drosophila* genes are located in intragenic regions (41). A mechanistic explanation of how intragenic binding affects transcription comes from a recent study of the cucumber TENDRIL IDENTITY (CsTEN), a TCP TF of the CYC/TB1 clade. CsTEN binds primarily to target gene intragenic regions resulting in chromatin disassembly and transcription activation (42). CsTEN possesses an amino-terminal intrinsically disordered region domain with histone acetyltransferase activity that facilitates chromatin accessibility during target gene transcription. Interestingly, the AtWRI1 TF also has an amino-terminal intrinsically disordered region domain (43), opening the possibility that CsTEN and WRI1 share mechanistic similarities, although further experiments are needed to demonstrate such associations. Nevertheless, our results provided unique insights into the mechanisms by which GmWRI1 functions in storage lipid biosynthesis in embryos.

### GmWRI1 Function Is Dependent on AW Boxes and CNC Boxes.

Our results provide compelling evidence that the AW Box serves as an enhancer element that mediates transcriptional regulation by WRI1. Mutations in AW Box elements in *BCCP2, ACP4,* and *CAC2* binding sites compromised their enhancer activity in transactivation assays with GmWRI1 in leaf protoplasts. Consistent with these findings, others have shown that AW Box elements are enriched in WRI1 target genes in several plants, that WRI1 binds AW Box elements in vitro, and that mutations in the AW Box compromised transcriptional activation by WRI1 (20, 21, 24, 26, 44–46).

An important finding of our study is that DNA elements other than AW Boxes are involved in GmWRI1 transcriptional activation. Both *CAC2* and *ACP3* genes were down-regulated in *atwri1* mutants and up-regulated in *Arabidopsis* leaf protoplasts overexpressing *GmWRI1* (Dataset S3), indicating that WRI1 is necessary and sufficient for their expression. 

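*CAC2* (AT5G35360) lies on chromosome 5 from 13584104 to 13588496 in TAIR10.1. Its TMM-normalized CPM was 472 ± 45.7 (SD, n = 3) in the libraries labelled *atwri1-1* and 1308 ± 339.5 (SD, n = 3) in WT, a log2 fold change of -1.47 (standard error 0.223, adjusted p = 0.0076 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ACP3* (AT1G54630) lies on chromosome 1 from 20401357 to 20403166. It had 239 ± 22.0 CPM (SD, n = 3) in the libraries labelled *atwri1-1* and 772 ± 82.0 (SD, n = 3) in WT, a log2 fold change of -1.69 (standard error 0.150, adjusted p = 9.8e-04 from the same test). For *ACP3*, 93.6% of the 31-base stretches of the transcript occur in no other primary transcript. *CAC2* kept a log2 fold change between -1.68 and -1.34 and *ACP3* one between -1.77 and -1.62 across the 6 fits that each left out one library. In *CAC2*, an AW Box (CCTCGTGATTATCG, on the antisense strand) lies in the 5' UTR at 13584232 to 13584245, and 5 CNC Boxes lie within 500 bp downstream of the TSS. In *ACP3*, an AW Box (CTTTGTCTTCTCCG, on the sense strand) lies in the 5' UTR at 20402963 to 20402976, and 3 CNC Boxes that overlap one another lie at 20402955 to 20402967, a stretch that overlaps the AW Box. No AW Box or CNC Box was found in the 500 bp upstream of either gene. The paper concludes from the lower mRNA levels in the mutant and the higher levels in protoplasts that WRI1 is necessary and sufficient for the expression of both genes.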

Although the *CAC2* and *ACP3* binding sites functioned as transcriptional enhancers in soybean embryo assays (Fig. 4*C*), AW Box mutations did not compromise enhancer activity. These results suggest that other *cis* elements are present in these binding sites. Consistent with this conclusion, only ~55% of binding sites for FAT GmWRI1 DT genes contain full AW Boxes, implying that GmWRI1 may bind other DNA elements and/or that other TFs bind GmWRI1 binding sites.

Mutational analysis of the *CAC2* binding site in leaf cells demonstrated conclusively that the CNC Box in the GmWRI1 binding site is an enhancer element that promotes GmWRI1 transcriptional activity (Fig. 4*D*). The *CAC2* binding site also possesses AW Box enhancer elements that promote transcription. Comparison of the effects of AW Box and CNC Box mutations singly and in combination suggests that the two elements act additively or synergistically to enhance GmWRI1-mediated transcription. Consistent with the identification of the CNC Box as an enhancer element, the CNC Box is highly enriched in regions downstream of the TSS in GmWRI1 DT and AtWRI1 DR genes (*SI Appendix*, Figs. S4 and S5). Enrichment of the CNC Box in GmWRI1 binding sites opens the possibility that the CNC Box may enhance GmWRI1 occupancy at these binding sites.

The mechanism by which the CNC Box enhances GmWRI1 transcriptional activity is not known, but similarities between the CNC Box and known DNA motifs provide potential clues about its function as an enhancer element. The CNC Box shares strong similarity with the CTCCGCC DNA motif that acts as an intragenic, positive transcriptional enhancer element that is bound by the CsTEN TCP-like TF (42). One model is that a TCP-like TF physically binds with the CNC Box and enhances GmWRI1 occupancy and functions in an AW Box-independent manner (Fig. 6). Recent studies showed that AtWRI1 interacts physically with the TCP TFs, AtTCP4, AtTCP10, and AtTCP24, although these TFs appear to repress seed oil accumulation (47). An alternate hypothesis is based on the fact that WRI1 is a member of the AP2/EREPBP TF family (17, 45). A survey of the *Arabidopsis* cistrome revealed that several AP2/EREBP domain TFs, such as ERF11, 15, and 105 and RAP212, bind DNA motifs similar to the CNC Box (48). It is possible that GmWRI1 could potentially bind directly with the CNC Box, although WRI1 has not been reported to bind physically with DNA motifs other than the AW Box. Additional experiments are needed to define the role of CNC Box elements in controlling the transcription of FAT genes regulated by GmWRI1 (Fig. 6).

**Fig. 6.**
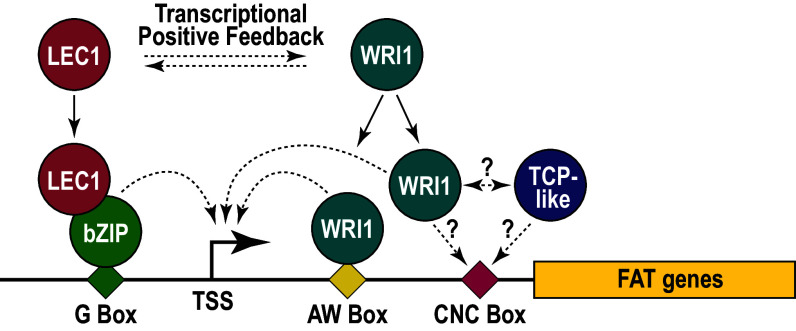
Model for the regulation of storage lipid accumulation in embryos. WRI1 and LEC1 act in a transcriptional positive feedback subcircuit to regulate FA and TAG biosynthesis in the embryo. GmWRI1 regulates FA and TAG-related gene expression by binding with AW Box and, possibly, CNC Box elements located downstream of the TSS. An alternative model is that another TF, such as a TCP-like TF, binds the CNC Box, potentially by interacting with WRI1. GmLEC1 binds FAT genes at sites that are distinct from GmWRI1 binding sites. GmLEC1 interacts with bZIP TFs that bind with G Box DNA elements located most frequently in regions upstream of the TSS. Dashed arrows indicate transcriptional activation.

### GmWRI1 Acts with GmLEC1 and Other Transcription Factors to Establish a Regulatory Environment that Promotes Storage Lipid Accumulation in Embryos.

In addition to establishing that GmWRI1 directly regulates genes encoding the vast majority of enzymes in the FA and TAG biosynthetic pathways, our results also indicate that GmWRI1 acts to reprogram the regulatory state of soybean embryos to promote storage lipid accumulation. We showed that GmWRI1 directly regulates several other well-characterized TFs in seeds, including GmLEC1, GmFUS3, and GmABI3, whose counterparts in *Arabidopsis* transcriptionally regulate genes involved in storage lipid accumulation (35, 49). We also showed that GmWRI1 is a GmWRI1 DT, indicating that it is a self-activating TF. Thus, GmWRI1 is a critical component of a transcriptional regulatory network that promotes storage lipid accumulation and other processes during seed development.

The relationship between GmWRI1 and GmLEC1 provides a particularly illuminating example of the regulatory interplay that occurs between these TFs. 

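*L1L* (*LEC1-LIKE*, AT5G47670, named NF-YB6 in the reference) lies on chromosome 5 from 19314778 to 19316169 in TAIR10.1. Its CPM was 22.9 ± 7.78 (SD, n = 3) in the embryo libraries labelled *atwri1-1* and 311 ± 109 (SD, n = 3) in WT, a log2 fold change of -3.77 (standard error 0.355, adjusted p = 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 31-base stretches of its transcript, 83.0% occur in no other primary transcript. *LEC1* (AT1G21970, chromosome 1, 7727577 to 7729649) had a log2 fold change of 0.80 (standard error 0.272, adjusted p = 0.118 from the same test) in the same embryos. Its groups overlapped, but it was higher in each library labelled *atwri1-1* than in the WT library of the same number. With the replicate number as a block its adjusted p was 0.0385, over a range from 0.0385 to 0.130 under the other filters, scalings and tests set before the data were examined, with a log2 fold change under 1 in each. When each library was left out in turn its adjusted p ranged from 0.0034, without WT replicate 1, to 0.316, and only without WT replicate 1 was it called as higher.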

Here, we showed that GmLEC1 is directly regulated by GmWRI1, that overexpression of GmWRI1 in *Arabidopsis* leaf protoplasts results in the upregulation of *AtLEC1*, and that *AtLEC1-LIKE* is down-regulated in *atwri1* mutant embryos (Dataset S5). We showed previously that GmWRI1 is directly regulated by GmLEC1, that overexpression of *AtLEC1* results in elevated expression of *AtWRI1*, and that *AtWRI1* is down-regulated in *atlec1* mutant seeds (29, 30). These findings indicate that WRI1 and LEC1 act in a positive feedback subcircuit to control FA and TAG biosynthesis in embryos through reciprocal regulation of the other TF’s expression and through their regulation of FA and TAG biosynthetic genes (Fig. 6). Positive feedback gene circuits act in gene regulatory networks to trigger irreversible changes in transcriptional programs (50). A hallmark of the onset of the seed maturation program is the de novo initiation of many biological programs that are silenced during the morphogenesis phase of the embryo development, such as storage lipid and protein accumulation (51). Initiation of the FA biosynthetic program in seeds requires a robust and stable regulatory state to ensure proper expression of genes required for the quick and efficient conversion of carbon into oil bodies. In this sense, a positive feedback subcircuit between GmLEC1 and GmWRI1 is likely to be required for the rapid onset of the FA and TAG accumulation programs during seed development.

GmWRI1 also appears to act in positive feedback circuits with GmABI3 and GmFUS3, which are both GmWRI1 DT genes (Dataset S1). GmABI3 directly regulates *GmWRI1*, and ectopic *GmABI3* expression activates *GmWRI1* (29, 52). Although GmFUS3 DT genes have not been identified, AtFUS3 directly regulates *AtWRI1* in *Arabidopsis* (53). These findings emphasize that GmWRI1 is an integral component of the transcriptional regulatory networks controlling storage lipid accumulation.

## Materials and Methods

### Chromatin Immunoprecipitation and DNA Sequencing.

Soybean cv Williams 82 (W82) plants were grown, and embryos were isolated from seeds staged as described previously (30). GmWRI1 ChIP assays were conducted as described previously (30), with minor modifications. After nuclei purification, nuclei were resuspended in shearing buffer (10 mM Tris pH8, 1 mM EDTA, 0.1% SDS, and 1 mM PMSF), and chromatin was sheared to ~250 bp fragments using a Covaris E220 ultrasonicator. After shearing, Triton X-100 and NaCl were added to chromatin to final concentrations of 1% and 150 mM, respectively. Anti-GmWRI1 (Glyma.08G227700 and Glyma.15G221600) antibodies for ChIP were raised in rabbits against the peptide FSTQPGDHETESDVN, corresponding to the amino acids 352 to 366 of Glyma.08G227700 and amino acids 348 to 361 (FSTQPGDETESDVN) of Glyma.15G221600. Antibody reactivity was assessed using Western blot analysis (Dataset S2). ChIP DNA library preparation and DNA sequencing were done as described previously (30).

### RNA-Sequencing Experiments with *Arabidopsis* Leaf Protoplasts Overexpressing *GmWRI1* and with *atwri1* Mutant Embryos.

For *GmWRI1* overexpression assays with *Arabidopsis* leaf protoplasts, 3-wk-old *Arabidopsis thaliana* Col-0 plants were grown as described (54). *Arabidopsis* leaf mesophyll protoplasts were isolated and transfected as described previously (29). For each biological replicate, 500,000 cells were transfected either with 10 µg of a plasmid carrying the *GmWRI1-A* cDNA that was synthesized using primers listed in *SI Appendix*, Table S2, and driven by the *CaMV35S* promoter (*p35S:GmWRI1*) or with a *35S:mCHERRY:NOSt* plasmid as a negative control. Protoplasts were incubated for 16 h at room temperature following transfection.

Homozygous *atwri1-1* and WT Col-0 seeds were plated on GM media and grown on soil as described previously (54). Flowers from 6-wk-old plants were tagged at anthesis, and embryos were dissected from seeds 8 d after pollination (25 to 30 embryos per biological replicate, three biological replicates per genotype).

Total RNA was isolated using the RNAqueous™-Micro Total RNA Isolation Kit, following the manufacturer’s instructions. RNA samples were then treated with DNAse for digestion of DNA using the TURBO DNA-free™ Kit, following the manufacturer’s instructions. RNA-Seq libraries were prepared with Tecan Ovation RNA-Seq System V2 using 50 ng of total RNA following protocols as described by Kumar et al. (55), with NEXTflex ChIP-Seq Barcodes (BioScientific). DNA was sequenced with a NovaSeq 6000 sequencer.

### Cloning and Mutation of GmWRI1 Binding Sites.

GmWRI1 binding sites (200 to 500 bp around the WRI1 ChIP-seq peak) were PCR amplified from the soybean genomic DNA and cloned as described previously (29). Mutated derivatives of binding sites and *ACP3* deletion series were synthesized by Twist Bioscience and inserted into pDLUC15 using the same cloning strategy. Mutant derivatives of *ACP4* were created by amplifying the WT *ACP4* binding site with primers containing the mutated sequences. Primers and the full DNA sequences of WRI1 binding sites and mutant derivatives are listed in *SI Appendix*, Tables S1 and S2.

### Transient Expression Assays.

Transient assays of firefly and Renilla luciferase activity in protoplasts were performed as described previously (29). All trials were done with three biological replicates, and one-way or two-way ANOVA with Tukey’s post hoc tests (*P* < 0.05) were used for the statistical analysis in soybean embryo protoplasts and tobacco leaf protoplasts, respectively.

### Data Analysis.

#### GmWRI1 ChIP-seq in cot and em stage soybean embryos and identification of GmWRI1 DT genes.

ChIP-Seq data were analyzed as described previously (29), with the exception that MACS3 software (https://github.com/macs3-project/MACS) was used in place of MACS2. Quality assessment of the ChIP-Seq libraries was determined by evaluating the nonredundant fraction (NRF) and strand cross-correlation (CC), following ENCODE guidelines for ChIP-Seq data (27). NRF and CC values are summarized in Dataset S2.

Because GmWRI1 binding sites were located primarily in regions downstream of the TSS, we designated genes bound by GmWRI1 as those with a reproducible ChIP-Seq peak within a 1 kb window upstream of its TSS or within the annotated gene body.

GmWRI1 DT genes are defined as those bound by GmWRI1 and coexpressed by GmWRI1 (Dataset S1). Because *GmWRI1* is expressed primarily in embryonic cells (Fig. 1*C*), we used the Harada-Goldberg Soybean Seed Development LCM RNA-Seq Dataset (GEO accessions, GSE57606, GSE46096, and GSE99109) to identify genes that are twofold up-regulated (FDR < 0.01) in embryo cotyledon abaxial or adaxial parenchyma versus seed coat hilum and seed coat parenchyma subregions. We then defined WRI1 coexpressed genes as those up-regulated in at least two of the above comparisons (Dataset S1).

#### Identification of soybean FAT genes.

To define FAT genes, we used the soybean PMN database, SoyCyc, and extracted the soybean genes associated with the pathways listed in Dataset S3. We also included genes annotated with the GO category for fatty acid biosynthetic process (GO:0006633).

#### RNA-seq data from *Arabidopsis* protoplasts and embryos.

Sequenced reads were demultiplexed and reads corresponding to rRNA sequences were removed. The resulting filtered reads were mapped to *Arabidopsis* primary transcripts (TAIR10) using bowtie v0.12.7 with parameters -v 2 -5 10 -3 4 -m 1 --best –strata. The EdgeR package (v3.10.5) was used to obtain normalized expression values using the Trimmed Mean of M-values (TMM) method, and to identify differentially expressed genes between the different genotypes (FDR < 0.05).

#### GO enrichment analysis.

GO term enrichment analyses were done as described previously (29, 30). GO functional annotation was extracted from TAIR10 and Soybase databases and used for *Arabidopsis* and soybean datasets, respectively. A q value threshold of 0.01 was used to identify enriched GO categories.

#### DNA motif analysis.

DNA motif de novo discovery analyses of binding sites in GmWRI1 DT genes and FAT GmWRI1 DT genes were performed using the MEME-ChIP tool from the MEME suite v5.3.3 as described previously (29), using a motif maximum length of 15 and a E-value cutoff of 0.01. Discovered motifs were compared to the *Arabidopsis* DAP-Seq TF and the top-ranked DNA motifs identified are listed in Dataset S4.

DNA motif enrichment analysis was performed as described (29), using the DNA motifs AW-BOX (CNTNGNNNNNNNCG), CNC-Box (CNCCNCC), G-Box (CACGTG), RY (CATGCA), and CCAAT-Box (CCAAT) to screen the GmWRI1 and GmLEC1 binding sites and 500 bps windows around the TSS of WRI1 directly regulated genes in *Arabidopsis* using the “known” function from HOMER (56).

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

## Data Availability

The GmWRI1 ChIP-Seq Data, *atwri1* mutant embryo RNA-Seq Data, and GmWRI1 overexpression RNA-Seq Data have been deposited in the Gene Expression Omnibus under accession numbers GSE152310 (57), GSE253104 (58), GSE253109 (59), and GSE253107 (60). We also used RNA-Seq data for soybean embryos at four different stages in the Gene Expression Omnibus under accession number GSE99571 (61) and laser-capture microdissection RNA-Seq data for soybean seed subregions at the early maturation, cotyledon, and mid-maturation stages in the Gene Expression Omnibus under accession numbers GSE46096 (62), GSE57606 (63), and GSE99109 (64), respectively. All other data are included in the manuscript and/or supporting information.

# Supplementary material for: Genome-wide profiling of soybean WRINKLED1 transcription factor binding sites provides insight into seed storage lipid biosynthesis
**Source:** Proc Natl Acad Sci U S A. 2024 Oct 30;121(45):e2415224121. doi: 10.1073/pnas.2415224121
**Supplement:** Supplementary file 1 — Appendix 01

## **Supporting Information for**

## **Genome-Wide Profiling of Soybean WRINKLED1 Transcription Factor Binding Sites Provides Insight into Seed Storage Lipid Biosynthesis**

Leonardo Jo, Julie M. Pelletier, Robert B. Goldberg, John J. Harada

John J. Harada

Robert B. Goldberg

### **This PDF file includes:**

Figures S1 to S7  
Tables S1 and S2

### **Other supporting materials for this manuscript include the following:**

Datasets S1 to S5

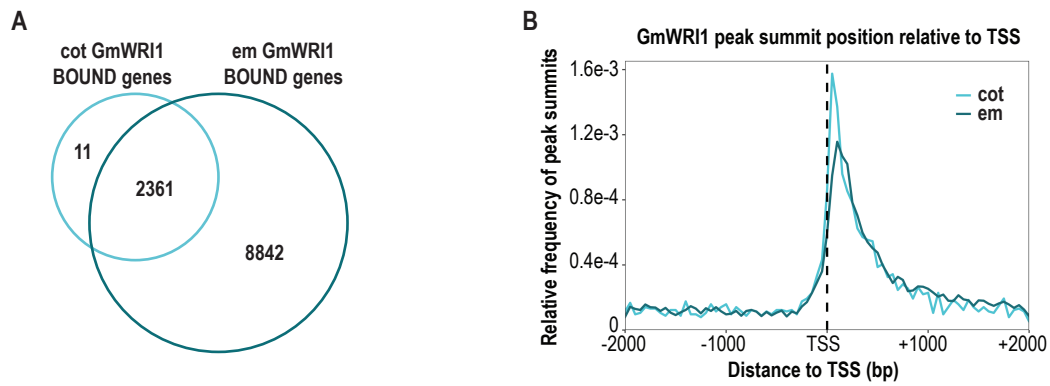

**Figure S1. Comparison of GmWRI1 ChIP-Seq analyses with cotyledon and early maturation stage embryos.**

(A) Venn diagram comparing genes bound by GmWRI1 in embryos at the cot and em stages. (B) Relative positions of cot and em GmWRI1 ChIP-seq peaks of bound genes relative to the TSS.

Wild-type (Col-0)

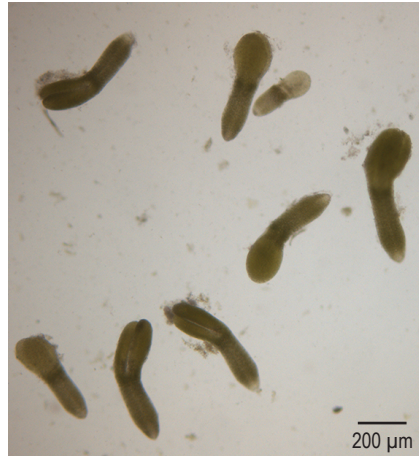

*atwri1-1*

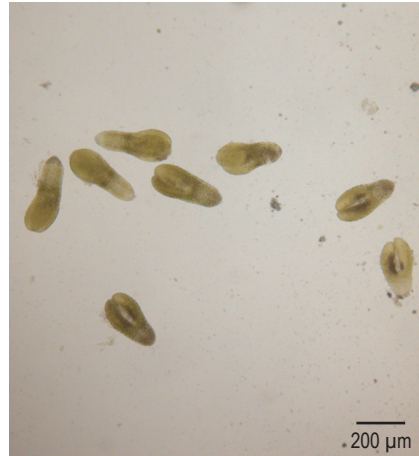

Figure S2. Comparison of whole mount 8 DAP wild-type and *atwri1* mutant embryos.

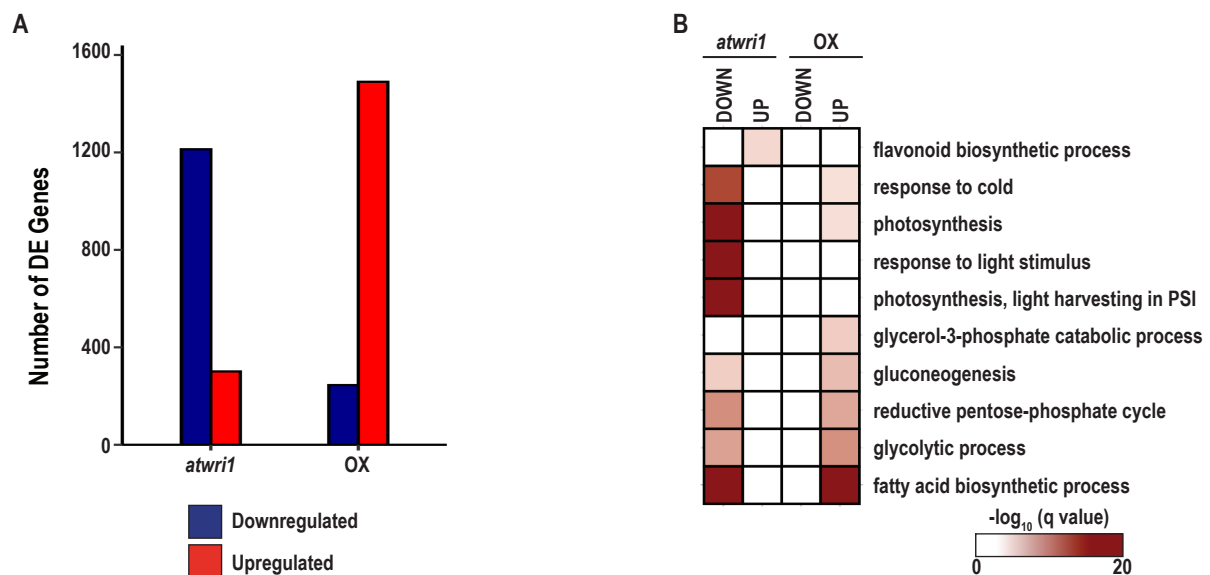

**Figure S3. AtWRI1 directly regulated genes in Arabidopsis.**

(A) Number of DE genes (two-fold, FDR < 0.05) identified in WT versus *atwri1* mutant embryos at 8 DAP and in Arabidopsis leaf cells transfected with 35S:*GmWRI1* versus 35S:*mCHERRY* (OX). 

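In the embryos, 197 genes were higher in the libraries labelled *atwri1-1*, 16.9% of the 1165 genes called. The number rose most, to 485, when no fold change minimum was set, and it was 72 at an adjusted p of at most 0.01. Without WT replicate 1 it was 364, and it was between 74 and 95 when any one library labelled *atwri1-1* was left out. The largest rises among genes with a mean of at least 10 CPM were those of *QQS* (AT3G30720, log2 fold change 6.50, standard error 0.658), *ALMT1* (AT1G08430, 4.38, standard error 0.529) and AT2G45290 (3.20, standard error 0.233). Their adjusted p were 0.0017, 0.0031 and 4.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By fitted log2 fold change, the largest falls among genes with a mean of at least 10 CPM were those of *ASN1* (AT3G47340), *MIOX2* (AT2G19800) and *NIT2* (AT3G44300). The rank of *ASN1* rests on a value fitted over 0 counts. A larger fall than that of AT3G15450 (log2 fold change -9.12) is therefore not shown for it. *ASN1* had 0 counts in all 3 libraries labelled *atwri1-1*. Its mean CPM in WT was 184 times the mean CPM of a count of 3 in the libraries labelled *atwri1-1*. *MIOX2* had 1, 2 and 1 counts there, and its WT mean was 1161 times the same level. Without WT replicate 2 these ratios were 75.2 and 670.4. They compare means and are not minimum falls, and they would be far smaller against WT replicate 1 alone. The adjusted p was 0.0407 for *ASN1* and 0.0158 for *MIOX2* from edgeR's quasi-likelihood test. *ASN1* was not called when any library labelled *atwri1-1* or WT replicate 3 was left out (adjusted p from 0.0795 to 0.117), nor *MIOX2* when any library labelled *atwri1-1* was (adjusted p from 0.0803 to 0.0877), and neither was called with limma-voom. Both were low in WT replicate 1 as well, with 3.38 and 4.48 CPM, against 102 and 543 in WT replicate 2 and 34.8 and 335 in WT replicate 3. *NIT2* had a log2 fold change of -10.39 (standard error 0.443, adjusted p = 7.7e-05 from the same test), and 87.2% of the 31-base stretches of its transcript occur in no other primary transcript.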

(B) Heatmap shows enriched GO terms for each DE gene set ( $q$  value < 0.01).

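The light-harvesting chlorophyll a/b-binding genes, whose GO terms Dataset S3 lists for the down-regulated genes, were examined as a list of 18 genes written before the data were examined. Those GO terms come from the paper's calls on the same embryo libraries. The values of this list therefore restate that result and are not separate evidence for it. All 18 were lower in the libraries labelled *atwri1-1*, under each scaling tried, with a median log2 fold change of -1.27 and a range from -4.42 to -0.59. Of these, 13 were called over all genes tested and 16 when adjusted over the list alone. Camera gave p = 2.17e-22 with its preset correlation, and fry p = 0.0025. With an estimated correlation the p was 0.0435, and 0.103 after Benjamini-Hochberg adjustment over the 18 lists tested. Members of this family share sequence, and as few as 60.7% of the 31-base stretches of a member occur in no other primary transcript. Of 7 flavonoid genes, 5 were higher and 2 lower, with a median log2 fold change of 1.16 and none called. As a set they were shifted under camera with its preset correlation (adjusted p = 0.0289 over the 18 lists) but not under fry (adjusted p = 0.208), and without WT replicate 1 the number called as higher was 5.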

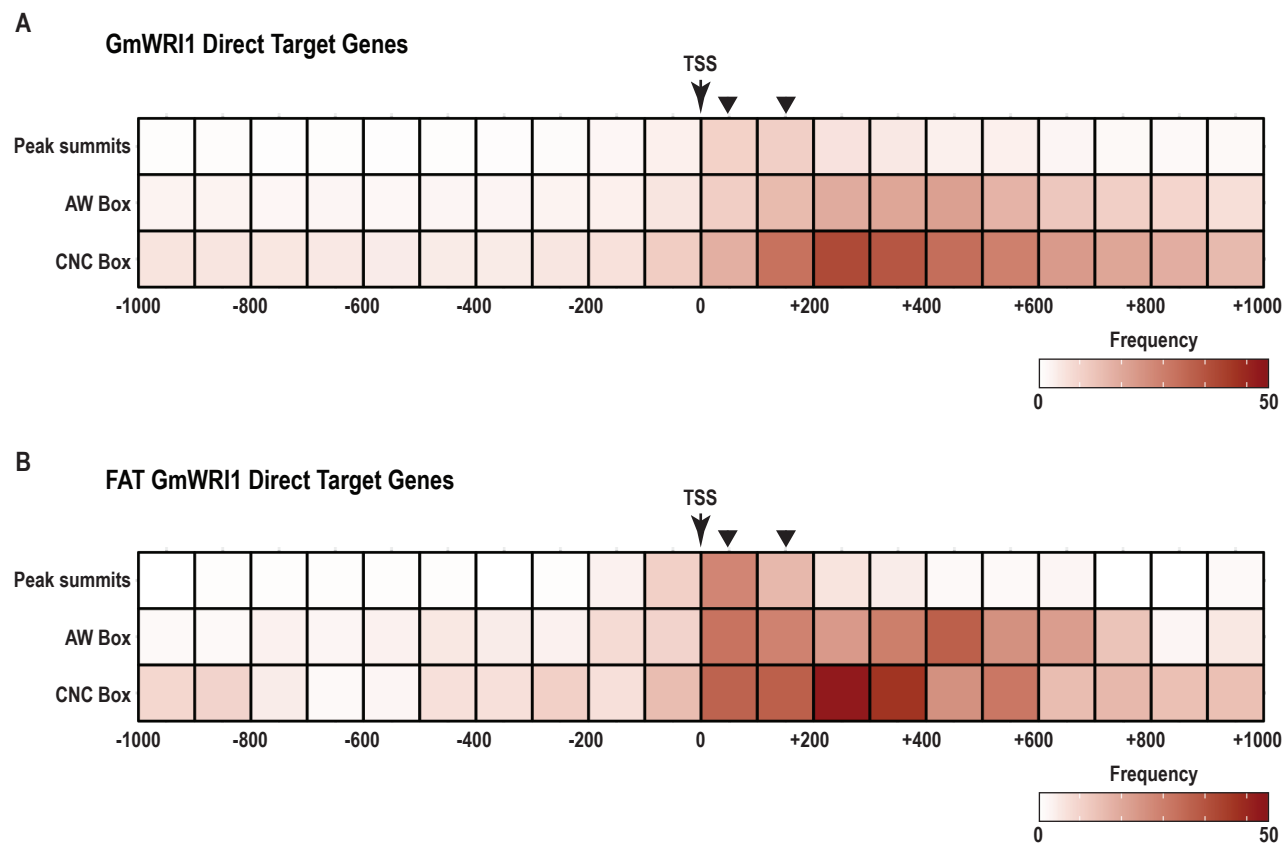

**Figure S4. Positional distribution of the GmWRI1 ChIP-Seq peaks, AW Boxes, and CNC Boxes in GmWRI1 DT genes.**

Heatmaps show the frequency of GmWRI1 ChIP-Seq peaks and AW and CNC Box motifs in regions 1000 bp upstream and downstream of the TSS of GmWRI1 DT (A) and the FAT GmWRI1 DT (B) genes. Arrowheads indicate regions in which ChIP-Seq peak density is highest.

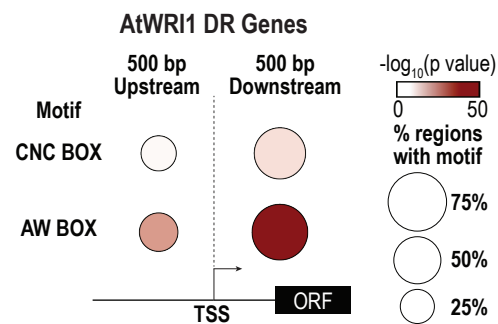

**Figure S5. Enrichment of AW Box and CNC Box motifs in Arabidopsis directly regulated genes.**

Bubble plot showing the motif enrichment in 500 bp regions upstream and downstream the TSS of AtWR11 DR genes. Diameter of the circles depict the frequencies at which DNA motifs were identified in the indicated regions, and the intensity of their color indicates the statistical significance of the enrichment relative to the normal distribution of a population of randomly generated regions (Bonferroni-adjusted *P* values).

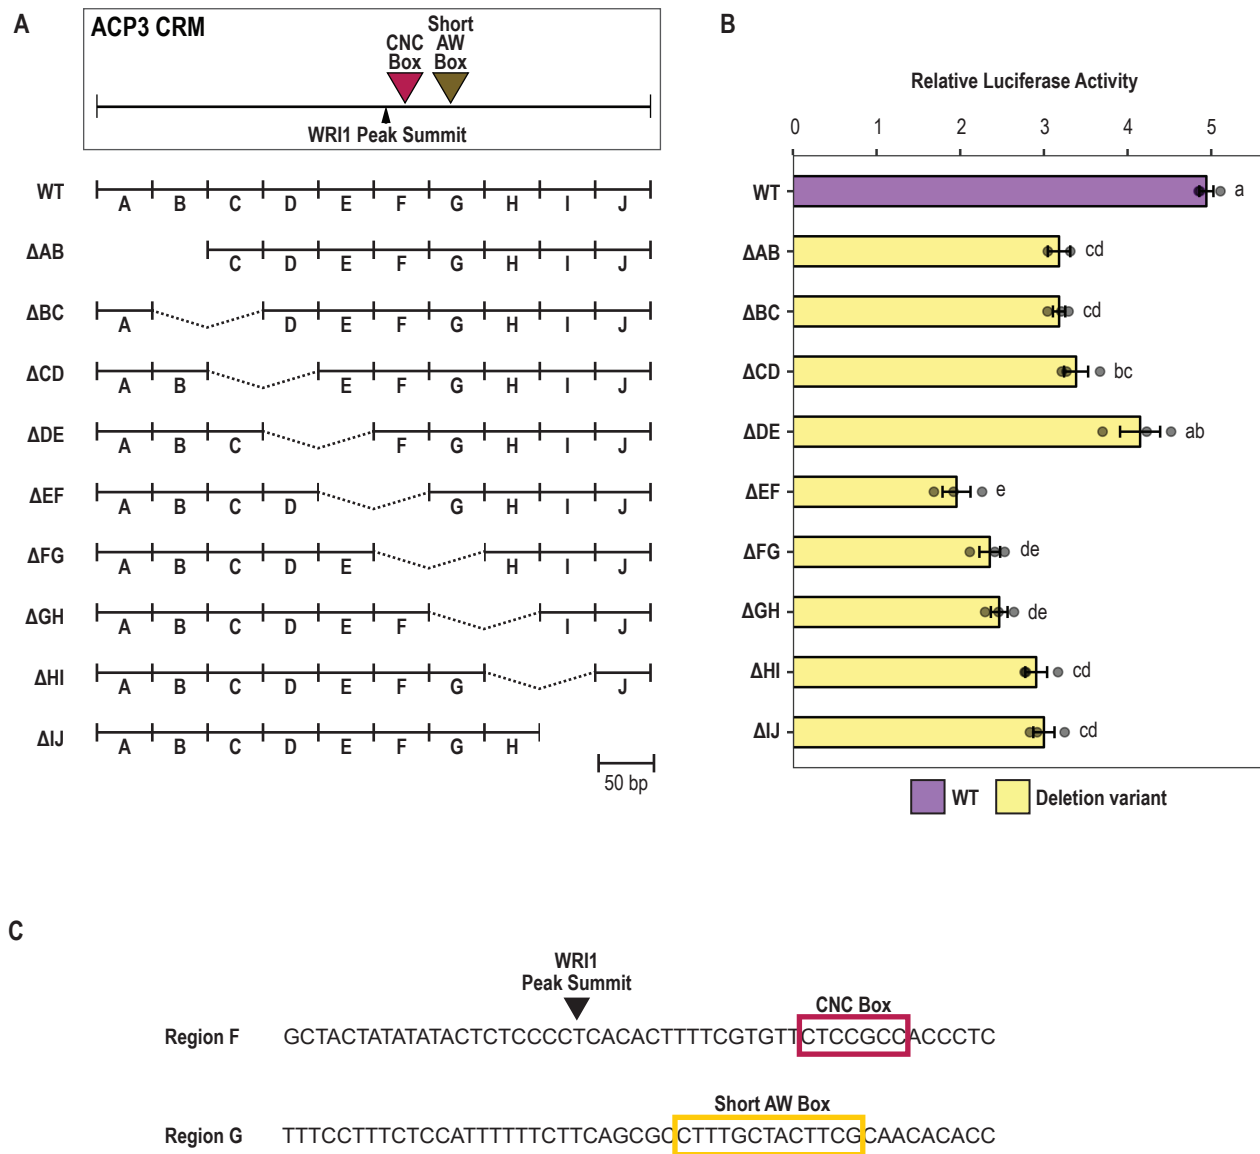

**Figure S6. Functional analyses of the ACP3 binding site.**

(A) Diagrams illustrating the expanded WT ACP3 binding site and deletion constructs tested. (B) Relative luciferase activity of ACP3 WT and deletion constructs in soybean embryo protoplasts. The average firefly to Renilla luciferase activity ratio was normalized to the pDLUC15 negative control and is plotted with the standard errors ( $n = 3$ ). Lower-case letters indicate the significance of comparisons based on ANOVA and post hoc Tukey test results ( $P < 0.01$ ). (C) DNA sequence of Regions F and G, with the positions of the ChIP-Seq peak and AW and CNC Boxes indicated.

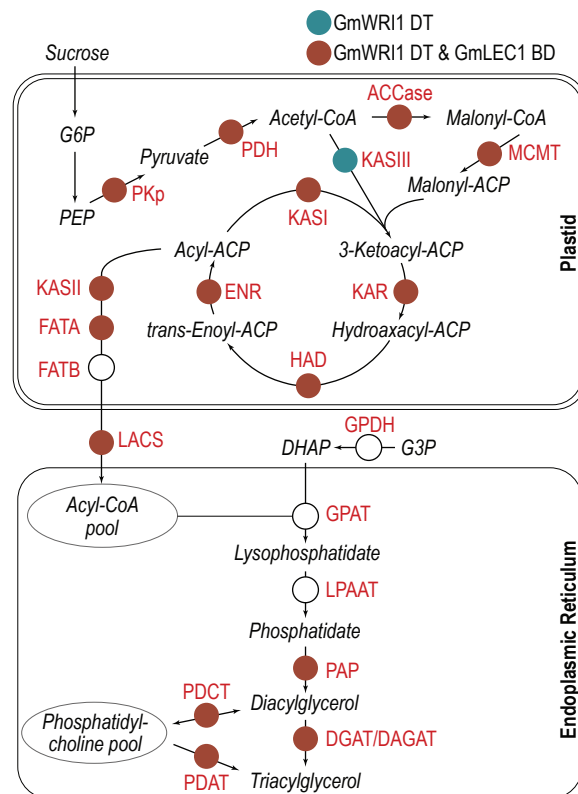

**Figure S7. GmWRI1 and GmLEC1 control fatty acid and triacylglycerol biosynthesis in soybean embryos.**

Simplified schematic illustrating FA and TAG biosynthetic pathways highlighting enzymes encoded by GmWRI1 DT genes that are bound (red) or not bound (teal) by GmLEC1.

**Table S1. DNA Sequences for WT and Mutant Derivatives of WRI1 Binding Sites**

| locus           | Gene name | Type      | Binding site sequence                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------|-----------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Glyma.19G240100 | ACP3      | WT        | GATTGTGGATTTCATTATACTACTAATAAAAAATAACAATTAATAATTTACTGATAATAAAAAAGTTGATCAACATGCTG<br>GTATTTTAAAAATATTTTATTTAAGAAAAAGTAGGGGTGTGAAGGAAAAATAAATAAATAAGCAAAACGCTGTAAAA<br>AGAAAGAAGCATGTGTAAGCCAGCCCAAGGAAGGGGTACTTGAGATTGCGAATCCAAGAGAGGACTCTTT<br>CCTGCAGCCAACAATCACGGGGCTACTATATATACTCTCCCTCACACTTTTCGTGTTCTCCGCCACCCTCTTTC<br>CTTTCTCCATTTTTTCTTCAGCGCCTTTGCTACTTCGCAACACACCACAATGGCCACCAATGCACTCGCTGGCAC<br>ATCTCTCTCCATGCGATCTCT+D4:D16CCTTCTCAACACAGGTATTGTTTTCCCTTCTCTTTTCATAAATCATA   |
|                 |           | mAW       | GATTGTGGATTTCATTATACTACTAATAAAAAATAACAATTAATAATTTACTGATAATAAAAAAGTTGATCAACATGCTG<br>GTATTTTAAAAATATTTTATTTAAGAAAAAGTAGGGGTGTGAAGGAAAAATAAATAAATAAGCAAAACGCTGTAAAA<br>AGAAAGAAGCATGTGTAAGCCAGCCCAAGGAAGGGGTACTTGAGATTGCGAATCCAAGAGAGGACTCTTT<br>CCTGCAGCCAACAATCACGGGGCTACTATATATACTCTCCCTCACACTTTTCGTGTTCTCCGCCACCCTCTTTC<br>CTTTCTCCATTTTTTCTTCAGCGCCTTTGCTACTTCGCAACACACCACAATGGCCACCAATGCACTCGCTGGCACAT<br>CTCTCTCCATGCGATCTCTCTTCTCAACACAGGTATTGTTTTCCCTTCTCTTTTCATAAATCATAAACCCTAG   |
|                 |           | mCCNCC    | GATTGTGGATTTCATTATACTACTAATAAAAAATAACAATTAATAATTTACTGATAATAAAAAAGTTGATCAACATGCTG<br>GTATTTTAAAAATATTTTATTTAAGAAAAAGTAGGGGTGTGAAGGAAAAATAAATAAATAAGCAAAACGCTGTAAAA<br>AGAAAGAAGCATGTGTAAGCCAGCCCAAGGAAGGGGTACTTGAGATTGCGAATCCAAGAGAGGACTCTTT<br>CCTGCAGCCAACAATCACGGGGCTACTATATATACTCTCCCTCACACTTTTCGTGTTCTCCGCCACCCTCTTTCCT<br>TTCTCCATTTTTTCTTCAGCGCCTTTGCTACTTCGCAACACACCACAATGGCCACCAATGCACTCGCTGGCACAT<br>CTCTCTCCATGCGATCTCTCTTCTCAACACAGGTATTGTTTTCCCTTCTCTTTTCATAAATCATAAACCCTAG   |
|                 |           | mAWmCCNCC | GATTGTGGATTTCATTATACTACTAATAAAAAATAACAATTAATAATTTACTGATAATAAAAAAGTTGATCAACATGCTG<br>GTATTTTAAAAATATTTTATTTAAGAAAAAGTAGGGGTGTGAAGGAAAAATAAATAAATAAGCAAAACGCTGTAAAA<br>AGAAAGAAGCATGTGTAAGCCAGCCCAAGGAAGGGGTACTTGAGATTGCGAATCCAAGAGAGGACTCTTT<br>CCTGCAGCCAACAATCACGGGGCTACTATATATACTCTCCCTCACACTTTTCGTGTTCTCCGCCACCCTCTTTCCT<br>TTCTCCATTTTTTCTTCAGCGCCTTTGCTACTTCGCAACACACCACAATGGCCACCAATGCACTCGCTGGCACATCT<br>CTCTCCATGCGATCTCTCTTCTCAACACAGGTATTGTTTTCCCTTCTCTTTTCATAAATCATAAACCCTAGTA |
|                 |           | del-AB    | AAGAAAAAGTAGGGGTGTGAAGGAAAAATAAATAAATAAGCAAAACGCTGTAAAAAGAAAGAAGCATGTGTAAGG<br>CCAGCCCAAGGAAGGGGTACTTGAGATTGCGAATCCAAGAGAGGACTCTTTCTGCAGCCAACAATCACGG<br>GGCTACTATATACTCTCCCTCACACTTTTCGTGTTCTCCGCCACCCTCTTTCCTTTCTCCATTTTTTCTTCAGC<br>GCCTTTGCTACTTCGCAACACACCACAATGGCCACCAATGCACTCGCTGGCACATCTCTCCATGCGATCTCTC<br>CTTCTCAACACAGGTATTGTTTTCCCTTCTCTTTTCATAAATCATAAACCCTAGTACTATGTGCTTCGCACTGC                                                                                            |
|                 |           | del-BC    | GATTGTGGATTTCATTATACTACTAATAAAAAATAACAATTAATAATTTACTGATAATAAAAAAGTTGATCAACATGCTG<br>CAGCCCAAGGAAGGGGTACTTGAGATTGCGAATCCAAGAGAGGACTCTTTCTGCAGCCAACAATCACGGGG<br>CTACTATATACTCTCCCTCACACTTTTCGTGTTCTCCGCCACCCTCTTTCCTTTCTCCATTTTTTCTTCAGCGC<br>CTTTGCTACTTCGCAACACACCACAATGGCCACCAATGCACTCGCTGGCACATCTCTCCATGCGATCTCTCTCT<br>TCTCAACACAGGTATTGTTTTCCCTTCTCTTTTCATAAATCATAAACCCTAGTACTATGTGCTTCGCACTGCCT                                                                                     |
|                 |           | del-CD    | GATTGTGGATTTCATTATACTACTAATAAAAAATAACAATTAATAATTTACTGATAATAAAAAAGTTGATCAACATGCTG<br>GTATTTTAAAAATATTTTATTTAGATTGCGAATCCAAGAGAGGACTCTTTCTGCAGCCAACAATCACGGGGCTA<br>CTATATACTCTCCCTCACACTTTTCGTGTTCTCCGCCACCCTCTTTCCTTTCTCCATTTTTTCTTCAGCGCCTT<br>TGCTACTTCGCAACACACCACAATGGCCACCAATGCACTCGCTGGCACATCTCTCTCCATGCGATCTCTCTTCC<br>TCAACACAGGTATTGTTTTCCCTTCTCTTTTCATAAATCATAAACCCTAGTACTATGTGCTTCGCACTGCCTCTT                                                                                 |
|                 |           | del-DE    | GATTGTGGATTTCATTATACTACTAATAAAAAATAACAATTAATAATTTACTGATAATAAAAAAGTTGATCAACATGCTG<br>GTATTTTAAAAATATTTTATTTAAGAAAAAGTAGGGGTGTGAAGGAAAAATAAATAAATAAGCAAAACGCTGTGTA<br>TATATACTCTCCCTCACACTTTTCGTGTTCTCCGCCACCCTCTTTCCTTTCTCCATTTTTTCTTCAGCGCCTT<br>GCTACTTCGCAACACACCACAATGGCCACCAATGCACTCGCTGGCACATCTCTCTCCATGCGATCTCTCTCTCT<br>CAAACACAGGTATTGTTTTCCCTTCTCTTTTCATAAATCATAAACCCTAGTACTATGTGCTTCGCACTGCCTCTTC                                                                               |
|                 |           | del-EF    | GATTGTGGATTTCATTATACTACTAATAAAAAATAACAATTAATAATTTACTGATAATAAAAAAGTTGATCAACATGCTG<br>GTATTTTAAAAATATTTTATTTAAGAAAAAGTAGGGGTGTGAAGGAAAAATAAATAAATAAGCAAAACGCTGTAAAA<br>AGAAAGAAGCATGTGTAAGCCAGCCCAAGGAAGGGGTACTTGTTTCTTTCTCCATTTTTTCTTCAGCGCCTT<br>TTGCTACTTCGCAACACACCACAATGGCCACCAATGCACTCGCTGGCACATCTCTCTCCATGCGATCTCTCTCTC<br>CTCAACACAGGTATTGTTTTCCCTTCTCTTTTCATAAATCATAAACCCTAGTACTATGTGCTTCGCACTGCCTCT                                                                               |
|                 |           | del-FG    | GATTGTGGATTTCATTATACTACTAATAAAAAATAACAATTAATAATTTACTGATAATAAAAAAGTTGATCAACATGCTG<br>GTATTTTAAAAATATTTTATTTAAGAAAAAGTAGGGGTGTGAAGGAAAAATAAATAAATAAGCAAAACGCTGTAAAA<br>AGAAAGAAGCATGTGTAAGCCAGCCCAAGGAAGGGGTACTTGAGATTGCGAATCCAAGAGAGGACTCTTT<br>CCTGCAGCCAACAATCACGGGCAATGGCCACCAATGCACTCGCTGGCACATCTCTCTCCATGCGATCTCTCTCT<br>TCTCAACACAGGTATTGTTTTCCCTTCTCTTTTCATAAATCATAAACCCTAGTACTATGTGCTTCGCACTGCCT                                                                                   |
|                 |           | del-GH    | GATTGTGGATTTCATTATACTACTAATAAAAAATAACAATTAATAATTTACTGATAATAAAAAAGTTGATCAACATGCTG<br>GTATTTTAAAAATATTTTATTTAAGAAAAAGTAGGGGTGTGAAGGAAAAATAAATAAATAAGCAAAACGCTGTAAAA<br>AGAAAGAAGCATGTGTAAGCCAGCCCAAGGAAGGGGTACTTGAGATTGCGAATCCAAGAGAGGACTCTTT<br>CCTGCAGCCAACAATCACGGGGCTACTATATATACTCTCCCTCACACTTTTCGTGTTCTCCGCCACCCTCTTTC<br>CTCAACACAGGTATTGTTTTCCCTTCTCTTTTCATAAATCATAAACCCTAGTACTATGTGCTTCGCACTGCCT                                                                                    |
|                 |           | del-HI    | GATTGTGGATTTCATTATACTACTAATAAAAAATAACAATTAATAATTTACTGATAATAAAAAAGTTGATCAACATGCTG<br>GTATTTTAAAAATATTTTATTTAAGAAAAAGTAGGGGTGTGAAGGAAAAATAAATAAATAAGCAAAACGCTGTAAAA<br>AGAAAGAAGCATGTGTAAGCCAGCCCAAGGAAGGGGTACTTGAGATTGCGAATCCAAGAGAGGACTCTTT<br>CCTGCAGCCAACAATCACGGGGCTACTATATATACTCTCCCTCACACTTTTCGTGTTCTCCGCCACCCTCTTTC<br>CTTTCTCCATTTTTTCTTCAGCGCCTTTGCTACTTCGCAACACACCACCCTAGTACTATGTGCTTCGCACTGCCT                                                                                  |
|                 |           | del-IJ    | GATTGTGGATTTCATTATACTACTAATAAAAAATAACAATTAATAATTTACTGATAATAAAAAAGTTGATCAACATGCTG<br>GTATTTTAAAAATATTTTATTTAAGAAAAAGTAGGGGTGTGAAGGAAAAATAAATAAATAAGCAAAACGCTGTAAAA<br>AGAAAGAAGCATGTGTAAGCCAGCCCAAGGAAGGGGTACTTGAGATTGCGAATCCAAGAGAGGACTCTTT<br>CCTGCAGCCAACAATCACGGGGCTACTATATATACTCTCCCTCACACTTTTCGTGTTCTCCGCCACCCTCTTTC<br>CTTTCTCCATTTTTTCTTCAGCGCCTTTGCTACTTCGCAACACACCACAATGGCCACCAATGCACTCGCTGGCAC                                                                                  |

| locus           | Gene name | Type      | Binding site sequence                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------|-----------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Glyma.15G098500 | ACP4      | WT        | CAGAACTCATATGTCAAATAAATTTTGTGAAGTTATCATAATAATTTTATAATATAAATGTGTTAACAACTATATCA<br>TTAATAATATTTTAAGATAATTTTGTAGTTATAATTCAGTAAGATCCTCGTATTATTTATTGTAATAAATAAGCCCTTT<br>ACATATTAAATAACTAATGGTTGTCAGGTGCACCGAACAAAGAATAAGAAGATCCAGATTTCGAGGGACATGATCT<br>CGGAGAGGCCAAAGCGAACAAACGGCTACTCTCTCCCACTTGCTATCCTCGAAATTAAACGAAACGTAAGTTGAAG<br>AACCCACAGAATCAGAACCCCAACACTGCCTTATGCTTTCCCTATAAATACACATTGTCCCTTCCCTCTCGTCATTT<br>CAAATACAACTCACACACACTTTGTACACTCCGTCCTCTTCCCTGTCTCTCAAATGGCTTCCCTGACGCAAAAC     |
|                 |           | mAW       | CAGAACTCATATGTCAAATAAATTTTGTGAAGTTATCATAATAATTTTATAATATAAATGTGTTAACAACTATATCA<br>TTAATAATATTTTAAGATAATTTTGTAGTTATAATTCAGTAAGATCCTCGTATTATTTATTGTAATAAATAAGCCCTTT<br>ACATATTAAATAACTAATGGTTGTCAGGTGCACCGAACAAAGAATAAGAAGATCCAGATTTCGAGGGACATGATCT<br>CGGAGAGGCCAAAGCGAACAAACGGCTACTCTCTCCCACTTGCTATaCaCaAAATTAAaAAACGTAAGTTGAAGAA<br>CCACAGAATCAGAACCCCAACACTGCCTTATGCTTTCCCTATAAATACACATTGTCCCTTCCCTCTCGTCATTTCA<br>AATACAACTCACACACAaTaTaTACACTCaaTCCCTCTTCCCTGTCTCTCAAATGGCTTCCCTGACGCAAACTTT     |
|                 |           | mCCNCC    | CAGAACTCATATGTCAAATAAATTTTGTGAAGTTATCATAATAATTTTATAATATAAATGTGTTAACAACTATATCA<br>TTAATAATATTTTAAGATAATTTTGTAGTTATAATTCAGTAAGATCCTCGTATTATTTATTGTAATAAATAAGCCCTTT<br>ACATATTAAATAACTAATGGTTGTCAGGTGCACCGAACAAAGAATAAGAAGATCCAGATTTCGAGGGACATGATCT<br>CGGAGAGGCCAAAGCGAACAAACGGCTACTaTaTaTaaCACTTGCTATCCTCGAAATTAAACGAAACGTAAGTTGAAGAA<br>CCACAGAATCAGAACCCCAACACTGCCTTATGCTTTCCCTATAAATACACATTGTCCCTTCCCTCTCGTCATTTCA<br>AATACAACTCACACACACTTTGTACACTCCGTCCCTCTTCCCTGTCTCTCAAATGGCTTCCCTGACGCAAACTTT |
|                 |           | mAWmCCNCC | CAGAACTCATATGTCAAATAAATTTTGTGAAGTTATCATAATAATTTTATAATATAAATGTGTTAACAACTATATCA<br>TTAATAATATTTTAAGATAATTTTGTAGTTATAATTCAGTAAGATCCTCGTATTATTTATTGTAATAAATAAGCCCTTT<br>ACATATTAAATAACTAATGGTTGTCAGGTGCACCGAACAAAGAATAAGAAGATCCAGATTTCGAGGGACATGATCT<br>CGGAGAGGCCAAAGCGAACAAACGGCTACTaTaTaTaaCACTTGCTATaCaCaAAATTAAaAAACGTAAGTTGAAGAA<br>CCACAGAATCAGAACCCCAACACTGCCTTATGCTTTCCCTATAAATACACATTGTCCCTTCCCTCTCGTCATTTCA<br>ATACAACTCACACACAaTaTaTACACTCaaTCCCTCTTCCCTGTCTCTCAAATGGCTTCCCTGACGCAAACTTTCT  |
| Glyma.13G057400 | BCCP2     | WT        | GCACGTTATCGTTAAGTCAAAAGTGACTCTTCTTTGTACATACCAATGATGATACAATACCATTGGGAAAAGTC<br>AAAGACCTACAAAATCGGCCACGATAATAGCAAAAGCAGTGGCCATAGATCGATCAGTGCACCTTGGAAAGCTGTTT<br>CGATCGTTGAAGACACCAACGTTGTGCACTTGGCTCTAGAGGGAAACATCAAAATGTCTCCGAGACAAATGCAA<br>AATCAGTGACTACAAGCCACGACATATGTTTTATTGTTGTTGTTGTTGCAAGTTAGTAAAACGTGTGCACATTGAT<br>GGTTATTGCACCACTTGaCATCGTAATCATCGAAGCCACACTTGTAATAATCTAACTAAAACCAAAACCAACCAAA<br>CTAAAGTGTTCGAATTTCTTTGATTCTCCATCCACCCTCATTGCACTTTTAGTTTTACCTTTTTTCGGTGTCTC             |
|                 |           | mAW       | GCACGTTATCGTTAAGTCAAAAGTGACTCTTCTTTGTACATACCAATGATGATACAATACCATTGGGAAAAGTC<br>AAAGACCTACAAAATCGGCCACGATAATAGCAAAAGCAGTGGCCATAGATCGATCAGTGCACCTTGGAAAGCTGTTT<br>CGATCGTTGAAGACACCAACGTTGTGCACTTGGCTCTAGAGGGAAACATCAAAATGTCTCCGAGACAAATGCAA<br>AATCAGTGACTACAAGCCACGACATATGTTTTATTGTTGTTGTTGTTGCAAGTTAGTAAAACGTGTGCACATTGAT<br>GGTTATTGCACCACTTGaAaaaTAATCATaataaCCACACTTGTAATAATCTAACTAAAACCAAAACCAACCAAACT<br>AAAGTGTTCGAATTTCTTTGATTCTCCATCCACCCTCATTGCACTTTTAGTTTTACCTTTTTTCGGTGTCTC              |
| Glyma.05G221100 | CAC2      | WT        | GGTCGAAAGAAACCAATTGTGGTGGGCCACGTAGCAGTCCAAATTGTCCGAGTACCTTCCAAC TAGATTTAGAT<br>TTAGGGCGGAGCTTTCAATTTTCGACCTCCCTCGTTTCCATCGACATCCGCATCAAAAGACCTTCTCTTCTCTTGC<br>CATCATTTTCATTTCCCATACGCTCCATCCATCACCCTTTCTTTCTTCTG                                                                                                                                                                                                                                                                                   |
|                 |           | mAW       | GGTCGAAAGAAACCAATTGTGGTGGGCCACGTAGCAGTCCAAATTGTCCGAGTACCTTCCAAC TAGATTTAGAT<br>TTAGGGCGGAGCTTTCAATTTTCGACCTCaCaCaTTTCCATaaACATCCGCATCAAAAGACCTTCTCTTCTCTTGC<br>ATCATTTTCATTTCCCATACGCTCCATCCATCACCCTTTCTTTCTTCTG                                                                                                                                                                                                                                                                                    |
|                 |           | mCCNCC    | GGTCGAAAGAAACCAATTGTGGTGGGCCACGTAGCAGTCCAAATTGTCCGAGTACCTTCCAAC TAGATTTAGAT<br>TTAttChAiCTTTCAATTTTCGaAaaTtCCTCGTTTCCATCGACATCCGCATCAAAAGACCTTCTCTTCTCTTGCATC                                                                                                                                                                                                                                                                                                                                       |
|                 |           | mCCNCCv2  | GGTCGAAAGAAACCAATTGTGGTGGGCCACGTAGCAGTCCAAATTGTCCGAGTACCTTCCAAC TAGATTTAGAT<br>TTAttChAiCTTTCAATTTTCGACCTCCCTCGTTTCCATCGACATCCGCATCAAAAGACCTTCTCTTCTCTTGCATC<br>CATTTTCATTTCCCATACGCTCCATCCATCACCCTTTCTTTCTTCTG                                                                                                                                                                                                                                                                                     |
|                 |           | mAWmCCNCC | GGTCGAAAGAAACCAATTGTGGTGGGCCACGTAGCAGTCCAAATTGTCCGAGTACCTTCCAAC TAGATTTAGAT<br>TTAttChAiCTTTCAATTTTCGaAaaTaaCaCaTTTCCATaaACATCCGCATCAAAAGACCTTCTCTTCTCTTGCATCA                                                                                                                                                                                                                                                                                                                                      |

Note: Mutated sequences are shown as lower-case letters.

AW BOX

CNC BOX

Table S2. Primers Used to Clone GmWR1-A and WR1 Binding Sites

| locus           | ID      | Forward primer *                               | Reverse primer *                                  | Destination Vector                                           |
|-----------------|---------|------------------------------------------------|---------------------------------------------------|--------------------------------------------------------------|
| Glyma.19G240100 | ACP3-WT | GCTCTAGAGGACTAG GATTGTGGATTTTCATTACTAC         | GAAGGGTCTTGACTAG GGTCTGTAGGAGTAAAG                | pDLUC15 plasmid digested with SpeI                           |
| Glyma.15G098500 | ACP4-WT | GCTCTAGAGGACTAG CAGAACCTCATATGTCAAATAAATTTTGTG | GAAGGGTCTTGACTAG GGAACAGAAAGCAAGTGAAATGAAG        | pDLUC15 plasmid digested with SpeI                           |
| Glyma.13G057400 | BCP2-WT | GCTCTAGAGGACTAG GCACGTTATCGTTAAGTCAAAAGTG      | GAAGGGTCTTGACTAG GGGGTGCGTGATCTGCAAG              | pDLUC15 plasmid digested with SpeI                           |
| Glyma.05G221100 | CAC2-WT | GCTCTAGAGGACTAG CGTATTTAACCATTAATGTTGC         | GAAGGGTCTTGACTAG CTATGGCTTTACCTACGCT              | pDLUC15 plasmid digested with SpeI                           |

**\*Note2:** The sequences GCTCTAGAGGACTAG and GAAGGGTCTTGACTAG were added to primers F and R, respectively. These sequences correspond to overlapping sequences to the pDLUC15 vector that were required for in-fusion cloning.

How the deposited data were processed for this re-analysis (not part of the article)

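RNA from *Arabidopsis* embryos dissected 8 d after pollination was sequenced by the authors for 3 biological replicates labelled *atwri1-1* and 3 labelled WT. The authors removed rRNA reads, mapped the rest to TAIR10 primary transcripts with bowtie (reads with more than 1 best place dropped) and deposited raw counts per transcript for each sample. They also deposited a table of normalized signal for 17972 transcripts, whose values are CPM over library sizes scaled by TMM factors. Recomputing this from the counts over the same transcripts gave the deposited signal to within 9.8e-07%. The rule by which these transcripts were chosen is not named in the paper's text, nor is the edgeR test behind the paper's gene lists.

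Each count file has a row that names no transcript. It held 86.6% of the file's total in *atwri1-1* replicate 1, 39.6% in replicate 2 and 41.8% in replicate 3, and between 44.6% and 45.0% in the WT libraries. It was left out of library sizes and tests. Between 21470 and 23072 transcripts had at least 1 read in a library, and 24509 in any of them.

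Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered by filterByExpr (18241 kept), normalized by TMM (factors 1.07, 1.07 and 1.04 in the libraries labelled *atwri1-1*, 0.882, 0.979 and 0.965 in WT) and tested by glmQLFit and glmQLFTest, with no block. Calls used a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change above 1. Gene lists were tested by camera and fry (limma 3.58.1), with 18 lists in all. Motifs were searched in Python 3.11.15 in 27443 protein-coding genes of TAIR10.1, with 1000 random gene sets. Of the 24509 transcripts, 24172 had a transcript of the same number in that reference.

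On simulated counts with 200 genes changed 3-fold, of which 198 passed the filter, the quasi-likelihood test recovered 171 (86.4%) and called 8 unchanged genes among 18341 tested. The lowest recovery among the other tests was 53.0%, for a test against a 1.5-fold change. All simulated genes had the same dispersion, equal numbers were raised and lowered, and no library stood apart or was paired. Calls there used the adjusted p without the fold minimum. The real libraries differ in these points, so the rates need not hold for them. The motif search was tested on sequences with planted motifs.

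The same replicate number marked libraries that deviated together. The correlation of deviations from the group means was 0.273, 0.280 and 0.236 for replicates 1, 2 and 3 of the 2 genotypes, against -0.233 to 0.0228 for libraries with different numbers. The pairing comes from these values, since neither the paper nor the labels name a shared batch. The number of WT replicate 3 is not certain, because its title gives 3 and its description ends in 6, and the title was used for the pairs and for the replicate block. Within a genotype, no 2 replicates differed by less than the sampling noise (chi-square per degree of freedom from 7.28 to 94.4).

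The genes named in the text were chosen by a rule fixed before the data were examined, as the *Arabidopsis* genes the paper names as WRI1-regulated or as regulators, and the 3 largest falls and 3 largest rises among called genes with at least 10 CPM on average and no overlap between groups. Outside this rule, and chosen after their values were seen, are *KCS6*, *FAB1*, *KCS18* and *ACC2* (the listed genes not called), *APL3*, *APL4* and *GPT2* (the starch genes seen before) and *PER1*, *ARA12* and *EPR1* (the most abundant of their lists). Also fixed before the data were examined were lists of storage, late embryogenesis, light-harvesting, seed coat, endosperm and flavonoid genes. Lists of sugar-repressed, starch synthesis and clock genes were written after the largest changes had been seen. Alternatives covered the count filter, the scaling, the test, the threshold, the replicate block and each library left out. The edgeR exact test on the authors' listed transcripts, the TSS at the gene's 5' end, the motif shares with a library left out, the gene list tests under the block and the directions of gene lists under each scaling were added after seeing the data. The protoplast RNA-Seq and the ChIP-Seq data were not analysed here beyond the paper's own gene lists, and the homologs of all GmWRI1 DT genes were not used here.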

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

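The tests of the 2 patterns in this part were chosen after the patterns had been seen.

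*WRI1* mRNA was higher in the 3 libraries labelled *atwri1-1*, by 2.76 on the log2 scale. The paper's list of up-regulated genes in Dataset S3 holds this gene, and its text does not discuss it. The tables argue against 3 technical explanations. If the labels of the 2 genotypes were exchanged, genes raised by GmWRI1 in protoplasts would be higher in the libraries labelled *atwri1-1*, but their median log2 fold change there was -0.56 and 1090 of the 1349 tested were lower. The scaling of the libraries does not account for it, since the lowest log2 fold change of *WRI1* over the scalings was 2.76. Reads of another gene do not account for it as far as the transcripts are known, since 100% of the transcript's 31-base stretches occur in no other primary transcript. A mutant transcript that accumulates without activity is among the explanations that stay open. The design gives no way to test it or any other biological cause here. From soybean binding and coexpression the paper describes GmWRI1 as self-activating, and lower *WRI1* mRNA was not seen in these libraries.

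In *atwri1-1* replicate 1, 86.6% of the file's total was in the row that names no transcript, against 39.6% to 45.0% in the other 5 libraries, and the paper does not report on this row. RNA other than *Arabidopsis* mRNA in that library may be the source, but the counts hold no sequence of these reads, so this and a failure of mapping cannot be told apart (86.6%). The 10219165 counted reads of this library lie within the range of the others. Without it, 589 genes were lower and 95 higher in the libraries labelled *atwri1-1*. No biological explanation was tested.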

How the results depend on the processing

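Most choices were made before the data were examined. The number of genes lower in the libraries labelled *atwri1-1* stayed within 1.5 times 968 under 3 filters, 5 scalings and 5 tests, and changed to 544 at an adjusted p of at most 0.01 and to 618 with glmTreat against 1.5-fold. Across the fits that each left out one library it ranged from 545 to 1087 genes. The stricter thresholds lower the count by construction. Leaving out WT replicate 1 raised it, to 1087, leaving out any other library lowered it, and the cause of these changes was not tested.

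The number of higher genes was 197 and depended more on the processing. It was 344 with library size only, 317 with DESeq2, 321 with the edgeR exact test without a count filter, 323 with the edgeR likelihood-ratio test, 485 with no fold minimum, 72 at an adjusted p of at most 0.01 and 81 with glmTreat against 1.5-fold. With the edgeR exact test on the genes the authors listed, chosen after seeing the data, it was 301. Across the fits that each left out one library it ranged from 74 to 364, with 364 without WT replicate 1. For DESeq2 and the other tests the cause was not tested. Scaling by library size only moved the median log2 fold change of all genes by 0.175, and the called genes were then 69.6% lower and 30.4% higher, against 83.1% and 16.9% with TMM. Of the 968 lower genes, 786 were called with library size only.

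The overlap with the protoplast list was 190 genes for protoplast log2 fold changes above 2, and ranged from 237 to 358 across the fits that each left out one library, with 237 without *atwri1-1* replicate 2. The counts of down-regulated FAT homologs and fatty acid genes kept within 1.5 times their value under every alternative run, and the 52 motif shares under alternatives stayed on the same side of the 0.05 level of their permutation test.

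Among the log2 fold changes of the 18 named genes, that of *ABI4*, -0.04, turned to 0.15 with library size only, 0.025 with upper quartile scaling, 0.06 without *atwri1-1* replicate 2 and 0.22 without WT replicate 1. Across the fits that each left out one library it ranged from -0.21 to 0.22, with adjusted p from 0.398 to 0.977. Of the 324 fits of named genes under alternatives, 15 were weaker and 1 was stronger. The weaker ones were *KASIII*, *ASN1* and *MIOX2*, and the stronger one was *LEC1*. Of 72 gene list tests under alternatives, 8 were weaker and 3 stronger.

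With the replicate number as a block, since the numbers pair the libraries, 935 genes were lower and 224 higher, 885 and 166 of them shared with the fit without it. The replicate block changed no call of a named gene. Among the lists, before adjustment, it took the morning clock genes past 0.05 under camera and fry and the endosperm genes past it under fry. Of the genes whose values had not been seen when their list was written, the starch genes under fry and the sugar-repressed genes with an estimated correlation no longer passed it, nor did the light-harvesting genes with an estimated correlation.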

Differences from the paper's values

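The paper's list of genes up-regulated in *atwri1-1* embryos (Dataset S3) holds 301 genes, and 197 were called here, of which 192 are on that list. Of the alternatives set before the data were examined, library size only (344), upper quartile scaling (235), DESeq2 (317), the edgeR exact test without a count filter (321), the edgeR likelihood-ratio test (323), limma-voom (204), the replicate block (224) and the fit without WT replicate 1 (364) came within 1.5 times the paper's number. The other alternatives set before the data were examined did not come that close. These were the fits with no count filter (190), with a mean CPM of at least 1 (189), with TMM without organellar genes or without the 50 highest genes (197 each), with no fold minimum (485), with an adjusted p of at most 0.01 (72), with glmTreat (81) and without another library (from 74 to 139). The edgeR exact test on the genes the authors listed, chosen after seeing the values, called 301 higher genes and 1213 lower genes, all of them on the paper's lists, and gave the paper's overlap of 401 genes.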

Other observations

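The tests of the clock, sugar-repressed and starch synthesis lists, of gene length and GC content, of the scaling at an unadjusted p and of WT replicate 1 were chosen after the values had been seen. The gene list tests with the replicate block were also added after seeing the data. The others were set before the data were examined.

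More genes were lower than higher in the libraries labelled *atwri1-1*. Among the called genes the scaling of the libraries does not account for all of this, since the lowest share of lower genes was 69.6% over the scalings tried. Among all genes at an unadjusted p under 0.05 the balance depends on the scaling, with 2785 lower and 1799 higher genes under TMM but 1943 lower and 3285 higher ones with library size only (37.2% lower). Library size only shifts all genes alike, by 0.175 in the median, so small changes turn by construction, and for these the effect of the scaling and of the genotype cannot be told apart. A trend with transcript length and GC content was taken out of the log2 fold changes, for 99.1% of the genes tested, and 90.5% of the lower genes were still more than 2-fold lower. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many lower genes and 1 as many higher genes, the real one, and the other 9 called 0 genes in either direction, with between 69 and 918 genes at an unadjusted p under 0.05. Of these, 3 part all 3 same-numbered pairs as the real split does, and they too called 0 genes. With 10 splits the share cannot fall under 10%, so a split by chance and the genotype cannot be told apart by this count alone.

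An earlier stage of maturation in the embryos labelled *atwri1-1* would lower the storage and late embryogenesis genes along with the fatty acid genes. Of 13 storage genes tested 6 were lower and 7 higher, with a median log2 fold change of 0.04 and none called. The 8 late embryogenesis genes tested had a median of 1.09, with 5 higher. Adjusted over the 18 lists, the shift had adjusted p = 0.0270 under camera, 0.0592 under fry and 0.307 with an estimated correlation. Without WT replicate 1 the median was 0.99, and the shift did not pass 0.05 under camera or fry before adjustment. Both lists hold genes that go either way, so an earlier stage cannot be told apart from a change of these genes with genotype. Among the late embryogenesis genes tested, *PER1* was the most abundant and the only one called, at 173 CPM in the libraries labelled *atwri1-1* and 22.5 CPM in WT.

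Carried-over tissue was tested for the genes that were higher. Of 14 seed coat genes, 10 were tested, and the highest log2 fold change among them was 0.55, with 6 lower, 4 higher and none called. The most abundant, *ARA12*, had 302 CPM in the libraries labelled *atwri1-1* and 269 in WT. Seed coat tissue is therefore not a likely source of these genes. The 6 endosperm genes tested had a median of 0.89, with 5 higher and 2 called (adjusted p = 0.0446 under camera and 0.0978 under fry, over the 18 lists), and with the replicate block they passed 0.05 under fry before adjustment. Without WT replicate 1 the median was 0.96 and the list did not pass 0.05 under camera or fry before adjustment. The most abundant, *EPR1*, had 161, 39.5 and 104 CPM in the libraries labelled *atwri1-1* and 344, 41.0 and 80.7 in WT, so that its lower mean there rests on WT replicate 1. Endosperm tissue may have contributed, and with 6 genes whose shift did not hold under fry it cannot be told apart from a change of these genes in the embryo.

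WT replicate 1 stood apart from the other WT replicates. In 3275 genes it differed more than 2-fold from their mean, while the other 2 differed from each other by that much in 704 genes. With the trend with transcript length and GC content taken out, 2696 genes remained, against 702, so this trend does not account for most of the difference. Another time of day at collection is a candidate explanation: the 7 morning clock genes in WT replicate 1 differed from the other WT replicates by a median of 1.70 on the log2 scale and the 9 evening clock genes differed by a median of -1.22. The endosperm genes differed by a median of 0.067, from -1.15 to 2.58. The clock pattern was shared by *atwri1-1* replicate 1, whose morning clock genes differed from the other libraries of its label by a median of 1.27 and evening clock genes by -0.37. The time of collection is not stated for any library, so it cannot be told apart from another condition shared by the libraries numbered 1. Endosperm genes that move apart in 1 library leave that explanation open as well. Chloroplast transcripts took 3.75% of its counted reads, against 7.79% and 7.15% in WT replicates 2 and 3 and 4.26% to 4.42% in the libraries labelled *atwri1-1*.

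Genes known to be repressed by sugar were among the largest falls, and Dataset S3 lists cellular response to sucrose starvation for the down-regulated genes. Of 24 members of the sugar-repressed list whose values had not been seen when it was written, 22 were tested and 12 were down-regulated, with a median log2 fold change of -1.32 (camera p = 5.81e-12, fry p = 0.0052, and 0.0459 with an estimated correlation, which is 0.103 after Benjamini-Hochberg adjustment over the 18 lists). Without WT replicate 1, in which several of these genes are low, the median was -1.51. Of 13 unseen starch synthesis genes, 7 were higher and 6 lower, with a median of 0.06, no shift under camera (adjusted p = 0.726 over the 18 lists) and a downward one under fry (adjusted p = 0.0124). The 3 members seen before, *APL3* (log2 fold change 1.67), *APL4* (3.04) and *GPT2* (2.94), were called as higher, and with them the list of 16 had 10 higher and 6 lower genes and an upward shift under fry (adjusted p = 0.00704) that rests on these 3. With the replicate block, the downward shift of the unseen starch genes under fry no longer passed 0.05 before adjustment, nor did the shift of the unseen sugar-repressed genes with an estimated correlation. A higher sugar level in the embryos labelled *atwri1-1* may lie behind the first list, but the unseen starch genes were not higher as a set and sugar was not measured, so it cannot be told apart from a direct effect of the genotype.

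The regulators *ABI3* (AT3G24650), *FUS3* (AT3G26790), *ABI4* (AT2G40220) and *AGL15* (AT5G13790) were not called in the embryos. Their log2 fold changes were 0.31, 0.18, -0.04 and 0.36, with adjusted p of 0.182, 0.548, 0.938 and 0.124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The values of *ABI3* and *AGL15* were higher in every library labelled *atwri1-1* than in any WT library, which chance gives in one direction or the other for 10% of genes. The adjusted p of *AGL15* ranged from 0.0432, with library size only, to 0.437 over the other filters, scalings and tests, and from 0.0304, without WT replicate 1, to 0.345 when each library was left out in turn. Those of *ABI3* ranged from 0.0710 to 0.541 and from 0.0668 to 0.464, and the log2 fold changes of both stayed under 1 throughout.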
